# Regulation of integrin and extracellular matrix genes by HNRNPL is necessary for epidermal renewal

**DOI:** 10.1371/journal.pbio.3001378

**Published:** 2021-09-20

**Authors:** Jingting Li, Yifang Chen, Manisha Tiwari, Varun Bansal, George L. Sen

## Abstract

Stratified epithelia such as the epidermis require coordinated regulation of stem and progenitor cell proliferation, survival, and differentiation to maintain homeostasis. Integrin-mediated anchorage of the basal layer stem cells of the epidermis to the underlying dermis through extracellular matrix (ECM) proteins is crucial for this process. It is currently unknown how the expression of these integrins and ECM genes are regulated. Here, we show that the RNA-binding protein (RBP) heterogeneous nuclear ribonucleoprotein L (HNRNPL) binds to these genes on chromatin to promote their expression. HNRNPL recruits RNA polymerase II (Pol II) to integrin/ECM genes and is required for stabilizing Pol II transcription through those genes. In the absence of HNRNPL, the basal layer of the epidermis where the stem cells reside prematurely differentiates and detaches from the underlying dermis due to diminished integrin/ECM expression. Our results demonstrate a critical role for RBPs on chromatin to maintain stem and progenitor cell fate by dictating the expression of specific classes of genes.

## Abstract 2

Maintenance of the epidermis requires integrin-mediated anchorage of basal layer stem cells of the epidermis to the underlying dermis via extracellular matrix (ECM) proteins. This study shows that the RNA binding protein HNRNPL binds to the chromatin of genes encoding integrin and ECM proteins to promote their expression by stabilizing RNA polymerase II-mediated transcription. In the absence of HNRNPL, the basal layer of the epidermis prematurely differentiates and detaches.

## Introduction

Integrins are large, transmembrane spanning proteins that are essential for tissue organization, survival, homeostasis, differentiation, and signal transduction [1]. Integrins form heterodimers between 18 α and 8 β subunits that can form up to 24 different receptors [2,3]. Integrins are important for epithelial tissues such as the epidermis to communicate as well as attach to the extracellular matrix (ECM) [4]. The human epidermis acts as an essential barrier between the body and the outside environment. It is a stratified epithelium that requires a proper balance of cell proliferation and differentiation to maintain its homeostasis and integrity [5]. Stem and progenitor cells in the basal layer of the epidermis maintain a population of proliferative cells while also giving rise to differentiated progeny. Those cells entering the differentiation program undergo various stages of differentiation as they migrate outwards through the epidermis, where they will eventually form the protective outer layer known as the stratum corneum. In order for the basal layer stem and progenitor cells to stay undifferentiated, they must attach to the underlying dermis through hemidesmosomes. Hemidesmosomes are made of cell surface integrins (i.e., α6β4 and α3β1) that connect to laminins and collagens in the basement membrane [6]. Human genetic mutations in these proteins (integrins, laminins, and collagens) lead to debilitating and life-threatening skin blistering diseases known as epidermolysis bullosa, which is characterized by the detachment of the epidermis from the dermis [7–11]. β1 integrin activation blocks epidermal differentiation and promotes stem cell expansion [12]. In addition, integrins such as α5β1 are necessary for epithelial movement [13]. Despite the importance of integrins and ECM proteins such as laminins to epithelial integrity, stem cell fate decisions, migration, and tumorigenesis, it is currently unclear how these genes are regulated.

Potential regulators of integrin expression include RNA-binding proteins (RBPs). The human genome encodes approximately 1,500 RBPs that are involved in all aspects of RNA metabolism such as splicing, export, stability and translation [14]. While most studies have focused on RBPs function in regulating RNA, there is increasing evidence that they may have direct roles in transcription. This includes SRSF2, which has been shown to be part of the 7SK complex and is critical for transcription pause release [15]. A recent large-scale analysis of 45 RBPs in K562 cells and 58 RBPs in HepG2 cells showed that approximately 60% of these factors associated with chromatin [16]. Binding to chromatin occurred through 2 ways. First, RBPs can directly bind DNA or be part of complexes assembled at gene promoters. Second, RBPs can associate with chromatin indirectly through nascent RNA to control gene expression. Despite major efforts to understand RBPs and their potential function on chromatin, >95% of RBPs mechanism of action as well as tissue function remains uncharacterized [16]. We have recently shown that in human epidermis, the RBP heterogeneous nuclear ribonucleoprotein K (HNRNPK) is necessary for epidermal proliferation and prevention of premature differentiation through its impacts on both the RNA and DNA level [17]. HNRNPK degrades the mRNAs of genes that code for differentiation promoting transcription factors such as GRHL3 and KLF4 in progenitor cells to prevent premature differentiation [17,18]. HNRNPK also binds to chromatin and is necessary to recruit RNA polymerase II (Pol II) to proliferation genes to promote epidermal growth. Because of HNRNPK’s importance to epidermal growth and differentiation, we hypothesized that other related RBPs might also be critical to epidermal function.

Through targeting candidate RBPs, we found that heterogeneous nuclear ribonucleoprotein L (HNRNPL) is necessary to maintain epidermal stem and progenitor cell identity. HNRNPL does this by binding to hemidesmosome and ECM genes and promoting their transcription by stabilizing Pol II binding to those genes. HNRNPL-mediated expression of those genes allows attachment of basal layer stem and progenitor cells to the underlying dermis, which prevents premature differentiation and anoikis. Our results have identified an RBP acting on chromatin to regulate integrin and ECM expression, which, in turn, maintains the stem and progenitor cell compartment of the epidermis.

## Results

### HNRNPL is necessary to prevent apoptosis and premature differentiation

To determine whether other heterogeneous nuclear ribonucleoproteins (HNRNPs) are important for epidermal growth and differentiation, we targeted several high-expressing HNRNPs (based on our previous RNA sequencing [RNA-seq] results [17,19]) using small interfering RNAs (siRNAs) against HNRNPL, HNRNPF, HNRNPH1, and HNRNPH2 in primary human keratinocytes. Depletion of HNRNPF, HNRNPH1, and HNRNPH2 greater than 80% had no impacts on epidermal proliferation or expression of differentiation genes such as *IVL* or *FLG* (S1A–S1D Fig). In contrast, loss of HNRNPL severely decreased cell numbers partly due to a large increase in cells undergoing apoptosis (Fig 1A–1C). HNRNPL knockdown cells also started expressing differentiation genes such as *FLG*, *LOR*, *KRT1*, *IVL*, *LCE3D*, *ZNF750*, *GRHL3*, and *ABCA12* despite the cells being grown in proliferation conditions (Fig 1D). These differentiation genes are critical to epidermal structure and function. Mutations in these genes lead to human genetic skin diseases such as epidermolytic hyperkeratosis (KRT1), ichthyosis vulgaris (FLG), seborrheic dermatitis (ZNF750), psoriasis (LCE3D), and harlequin ichthyosis (ABCA12) [20–24]. We also used retroviral delivery of short hairpin RNAs (shRNAs) to knockdown HNRNPL to complement our siRNA results. Depletion of HNRNPL using 2 distinct shRNAs (shRNAs A and B) targeting different regions of HNRNPL resulted in loss of cell number as well as up-regulation of epidermal differentiation genes (S1E–S1G Fig). To determine the impacts of HNRNPL loss in a tissue setting that allows cell–cell and cell basement membrane contact in a three-dimensional context, control (CTLi) and HNRNPL knockdown (HNRNPLi) primary human keratinocytes were seeded onto devitalized human dermis to regenerate human skin [17,18,25–27]. In control tissue, late terminal differentiation proteins filaggrin (FLG) and loricrin (LOR) were properly expressed and localized to the outermost layer of the epidermis (stratum corneum) (Fig 1E). Interestingly, loss of HNRNPL caused FLG and LOR to be expressed throughout the entire epidermis even in the basal layer where the stem and progenitor cells reside (Fig 1E and 1F). Apoptosis as assayed by the presence of cleaved caspase 3 was found throughout the HNRNPLi epidermis (S2A Fig). Large clumps of apoptotic cells were also detected at the top of the epidermis in HNRNPLi tissue (S2A Fig, white arrows). To understand the kinetics of HNRNPL’s role on epidermal growth and differentiation, a time course of human skin regeneration was performed. After only 1 day of seeding the control and HNRNPL knockdown keratinocytes onto human dermis, the HNRNPLi tissue already had robust expression of early differentiation protein keratin 10 (K10) (Fig 1G). This was in contrast to control tissue where K10 was just starting to be expressed (Fig 1G). The basal layer of the HNRNPLi epidermis became progressively more differentiated, and, by day 5, there were few cells not expressing K10 (Fig 1G). This premature differentiation coincided with a significant loss of proliferative, Ki67 positive cells in the basal layer (Fig 1G and 1H). In human skin, HNRNPL was expressed in the nucleus in all layers of the epidermis (S2B Fig). Similarly, HNRNPL protein levels did not change upon induction of epidermal differentiation (S2C Fig). These results suggest that HNRNPL is required to prevent premature differentiation and apoptosis while promoting self-renewal of the epidermis.

**Fig 1:**
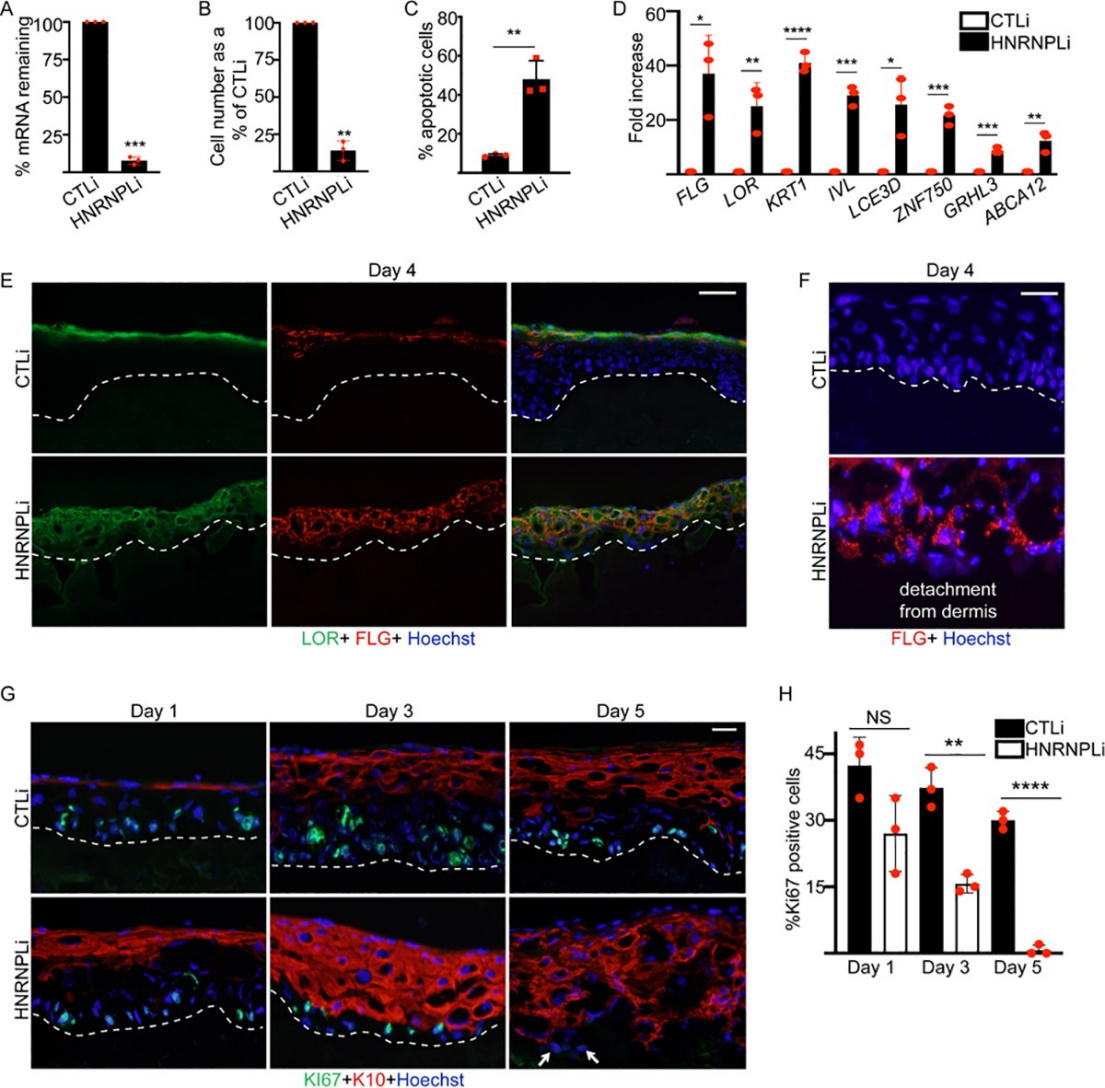
HNRNPL is required for maintaining epidermal progenitor cell function. **(A)** Primary human keratinocytes were knocked down with control (CTLi) or HNRNPL (HNRNPLi) siRNAs, and the remaining *HNRNPL* mRNA levels were measured using RT-qPCR. qPCR results were normalized to *L32* levels. **(B)** CTLi and HNRNPLi cells were seeded at 150,000 cells and counted 4 days later. Cell number was reported as a percentage of CTLi levels. **(C)** Annexin V staining was used to determine the percentage of apoptotic cells in CTLi and HNRNPLi cells after 4 days of culture. **(D)** RT-qPCR for epidermal differentiation gene expression in CTLi and HNRNPLi cells after 4 days of knockdown. qPCR results were normalized to *L32* levels. **(E)** Regenerated human skin using three-dimensional organotypic cultures made from CTLi or HNRNPLi cells were harvested after 4 days of culture. Immunostaining of late differentiation proteins LOR (green) and FLG (red) are shown. Nuclei are shown in blue (Hoechst staining). The dashed white lines denote the basement membrane zone. Scale bar = 40 μm. **(F)** High magnification images of day 4 regenerated human skin in CTLi and HNRNPLi samples. Staining of FLG (red) merged with nuclei (Hoechst) is shown. Scale bar = 10 μm. **(G)** Time course (days 1, 3, and 5) of human skin regeneration. Immunostaining of CTLi or HNRNPLi regenerated human skin with early differentiation marker K10 (red) and proliferation marker KI67 (green). White arrowheads denote rare basal layer cells not stained with K10 in HNRNPLi samples. Scale bar = 10μm. **(H)** Quantification of the percentage of Ki67 positive cells in the basal layer from (G). *N* = 3 independent experiments for all of Fig 1. Mean values are shown with error bars = SD. *p < 0.05, ** ***p*** < 0.01, ***p < 0.001, ****p < 0.0001 (*t* test). NS, not significant. Primary data for this figure can be found in S1 Data. FLG, filaggrin; HNRNPL, heterogeneous nuclear ribonucleoprotein L; K10, keratin 10; LOR, loricrin; RT-qPCR, reverse transcription quantitative PCR; siRNA, small interfering RNA.

### HNRNPL promotes expression of hemidesmosome and extracellular matrix genes while suppressing differentiation genes

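Primary human keratinocytes, the main cells of the epidermis, were transfected with 10 nM of a control siRNA (CTLi) or of siRNA against HNRNPL (HNRNPLi), and RNA was taken on day 4 for RNA-seq. There were 2 CTLi and 2 HNRNPLi samples, which the paper calls independent biological duplicates. HNRNPL mRNA itself fell to 7.98% of its CTLi level, from a log2 expression of 6.45 ± 0.03 (SD, n = 2) in CTLi to 2.80 ± 0.02 (SD, n = 2) in HNRNPLi cells (log2 fold change −3.65, standard error 0.08, adjusted p = 5.1e-05 from limma). The authors aligned paired-end reads to the GENCODE v19 transcriptome of hg19 with TopHat2 (2.1.0 in the submitters' processing notes), left out genes with fewer than 10 reads, and tested the rest in Partek. The deposited table holds log2 normalized expression per sample for 2933 genes, and the paper's text does not name the normalization. About 40 M reads per sample were obtained according to the paper. The table has no read totals, so the depth behind a single value is unknown. In 17 genes at least 1 sample stood at the floor of the table, log2 of 1e-08, and 26 genes had a fold change above 1000. Replicates of a group differed by a median of 0.129 on the log2 scale in CTLi and 0.122 in HNRNPLi cells, over the 2905 genes used for this comparison. The table was already restricted by fold change and p-value. A fit of the deposited values without moderation gave a largest p of 0.0500 and a smallest fold change of 2.00, with 0 genes at a p of 0.05 or more. The values were fitted again with limma, in which all 2933 genes passed, with adjusted p-values of at most 0.0053. This fit describes size and spread, and is not independent evidence that these genes changed.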

To determine the genes that HNRNPL is regulating, we performed RNA-seq on CTLi and HNRNPLi primary human keratinocytes. 

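Genes for building, crosslinking and gripping the extracellular matrix were lower in HNRNPLi than in CTLi cells. Of 36 genes of matrix crosslinking and proteolysis, 24 were lower and none was higher. Among them the metalloproteinase ADAM19 had a log2 fold change of −6.04, the crosslinking enzyme TGM2 of −5.59, and the lysyl oxidase family members LOXL2 and LOXL1 of −3.57 and −3.52. Of 39 matrix glycoproteins and proteoglycans, 21 were lower and 2 were higher. Fibronectin (FN1) changed by −4.59 (standard error 0.10), LTBP2 by −4.04 and TGFBI by −3.95, while decorin (DCN) was higher by 5.00. All 11 called genes of 40 collagen chains were lower, with COL22A1 at −4.73, COL13A1 at −3.34 and the basement membrane chain COL4A1 at −2.52. Of 16 genes of hemidesmosomes and basal anchorage, 11 were lower and 1 was higher. They include the laminin chains LAMA3 at −3.23 and LAMB3 at −2.90. Among 26 integrin subunits, 10 were lower, led by ITGB3 at −4.10, ITGB6 at −3.39 and ITGA2 at −2.81, and 1 was higher (ITGAM, 2.11). ITGB3 and COL13A1 were already low in CTLi cells, with a mean log2 expression of −2.49 and −3.51. ITGB6 and ITGA2 stood at 5.81 and 5.10 there. The list of 37 focal adhesion and actin cytoskeleton genes had 21 lower members and none higher, including TAGLN at −2.62 and MYL9 at −2.57. Each of these 6 lists leaned down more than the other called genes, by Fisher's exact test (two-sided, adjusted over 18 lists, adjusted p from 2.5e-07 for crosslinking and proteolysis to 0.0084 for integrins). Laminin chains, with 6 lower and 1 higher (LAMB4, 3.39), did not pass that test (adjusted exact p = 0.088). Of 13 fibroblast markers, which share COL1A2 with the collagens, 4 were lower (FAP, VIM, COL1A2 and THY1) and 1 was higher (DCN), with an adjusted exact p of 0.23, and 0.031 when only fold changes of at least 4 were counted. Outside the lists, the largest falls up to 1000-fold were those of ZNF664-RFLNA (−9.91), LOC100506076 (−9.43), the metallothioneins MT1G (−7.70) and MT1L (−6.74), the cytokine IL15 (−4.85) and GPRC5B (−4.72). The readthrough gene and the metallothioneins share sequence with their neighbours or relatives, so their reads are uncertain. The 1427 lower genes had a median fold of 2.77. At a fold change of at least 4 the number of lower genes was 328, and with a pseudocount of 1 on the linear scale 754.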

A total of 1,427 genes (*p*-value < 0.05 and ≥2-fold change) decreased in expression upon HNRNPL knockdown, which were enriched in genes involved in ECM organization and hemidesmosome assembly (Fig 2A and 2B, S1 Table). Moreover, 1,506 genes were up-regulated upon HNRNPL depletion, which were enriched in gene ontology (GO) terms such as skin development and keratinocyte differentiation (Fig 2A and 2C, S1 Table). 

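Of the gene lists, that of late keratinocyte differentiation held the most higher genes. Of 46 genes of the cornified envelope and late differentiation, 36 were higher and none was lower. LCE1B rose by 9.58 on the log2 scale, LCE2B by 8.75 and LCE1C by 8.62, and filaggrin (FLG), which bundles keratin filaments, rose by 8.28 (standard error 0.12). Members of the LCE cluster resemble each other, so reads may be split among them. Loricrin (LOR) rose by 11.59, a fold of 3080, from a low mean CTLi log2 expression of −1.67. For LOR the paper's RT-qPCR gave a smaller rise, 25.4 ± 8.34-fold (SD, n = 3). Of 28 genes of early differentiation and desmosomes, 20 were higher and 1 was lower, with KRT2 at 6.84, KRT10 at 6.13, DSC1 at 5.97 and KRT1 at 5.48. Of 34 transcription factors of differentiation, 23 were higher and 2 were lower, among them DLX5 (5.78), CEBPA (5.37), HOPX (4.89), ZNF750 (3.83) and GRHL3 (2.96). Barrier lipid genes gave 24 higher and 2 lower members of 32, with the ceramidase ACER1 at 6.31, the lipoxygenase ALOX12B at 6.12, LIPM at 6.12 and the lipid transporter ABCA12 at 3.73. These 4 lists leaned up relative to the other called genes (Fisher's exact test, adjusted p = 6.3e-10, 5.2e-05, 5.2e-05 and 4.1e-05 in this order). Heat shock and unfolded protein response genes were 11 higher and 1 lower of 24, led by HMOX1 (5.50) and CHAC1 (4.02), with an adjusted exact p of 0.0097, and 0.19 at a fold change of at least 4. Of 41 MAPK and immediate early genes, 16 were higher and 7 were lower (adjusted exact p = 0.12, and 0.027 at a fold change of at least 4). The highest members of that list were EGR2 (5.97), EGR3 (5.74), EREG (4.88) and DUSP1 (3.89). LCE1B, ACER1 and EGR2 were also low in CTLi cells, with a mean log2 expression of −2.67, −2.43 and −4.98. The size of rises from such low values is uncertain. Other large rises up to 1000-fold were NEB (9.91), AZGP1 (9.25), ARG1 (8.88), LINC01181 (8.81), DIO2 (8.74), PTGER3 (8.37) and the readthrough gene UBE2F-SCLY (8.37). The 1506 higher genes had a median fold of 4.23. At a fold change of at least 4, 785 genes were higher and 29.5% of the called genes were lower, against 48.7% of all called genes. With a pseudocount of 1 on the linear scale, 863 genes were higher.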

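Genes that change when keratinocytes differentiate made up about the same share of the higher and of the lower genes upon HNRNPL knockdown. The study's list of shared genes for Fig 2D holds 1251 names, and all 1251 were among the 2933 called genes, or 42.7%. Among higher genes 636 of 1506 (42.2%) were on that list, and among lower genes 615 of 1427 (43.1%). The difference of −0.87 percentage points did not pass Fisher's exact test (two-sided p = 0.65). The study drew this list from these samples, so the share has no independent check here. The full differentiation signature was not used here, so neither its size nor the direction of each gene during differentiation enters these counts.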

A comparison with the differentiation gene expression signature (genes that changed upon epidermal differentiation obtained from a previous publication [28]) showed that close to 43% of the HNRNPL gene signature overlapped (Fig 2D). This suggests that HNRNPL is critical to prevent premature unraveling of the epidermal differentiation gene expression program. Notably, 2 critical gene classes were down-regulated in HNRNPLi cells including ECM organization and hemidesmosome assembly genes (Fig 2E, S2 Table). This comprised of 69 genes including collagens, integrins, and laminins (Fig 2E, S2 Table). 

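Every gene of S2 Table was lower in HNRNPLi cells, 69 of 69, at a median of 28.9% of the CTLi level. The values ran from 1.52% (ADAM19) to 49.9%, and 10 genes lay below 10%. The study chose these genes as down-regulated in the same samples, so their direction is not independent evidence. Among the receptors of basal keratinocytes, ITGB6 was left at 9.51% of CTLi, ITGA2 at 14.3%, ITGAV at 24.8% and ITGB1 at 24.9%. ITGB4, the β4 chain that anchors hemidesmosomes, was left at 31.4% (log2 expression 8.23 ± 0.04 in CTLi and 6.56 ± 0.01 in HNRNPLi cells, SD, n = 2 each). ITGA5 stood at 32.3%, ITGA3 at 34.8% and ITGA6, the partner of ITGB4, at 41.0%. Of their ligands, FN1 was left with 4.15%, LAMA3 with 10.7% and LAMB3 with 13.4%. For each of these 11 integrin, laminin and fibronectin genes the fall exceeded the spread between replicates (limma, adjusted p of at most 3.2e-04).

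**Figure D1:**
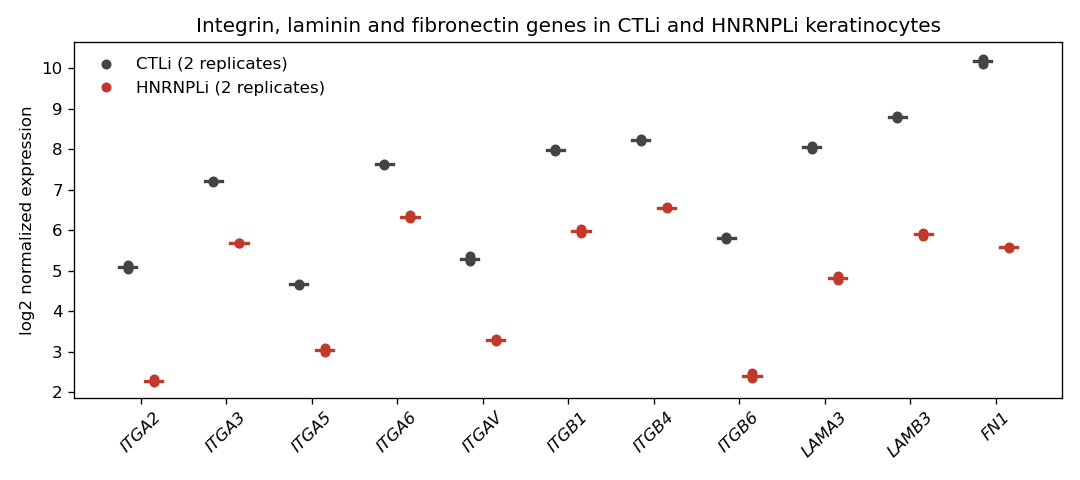
Log2 normalized expression (vertical axis) of 11 integrin, laminin and fibronectin genes (horizontal axis) in CTLi (grey) and HNRNPLi (red) keratinocytes. Each point is a replicate, n = 2 per group, and each bar is the mean. The HNRNPLi points lie below the CTLi points for every gene, from ITGA6 with a log2 fold change of −1.29 to FN1 with −4.59.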

Attachment of the basal layer of the epidermis to the dermis depends on those proteins and without it; the cells would prematurely differentiate as well as result in anoikis [6,29–31]. Thus, down-regulation of these critical attachment genes could explain the large increase in apoptotic cells as well as the premature differentiation phenotype of HNRNPL-depleted cells. Validation of these results by reverse transcription quantitative PCR (RT-qPCR) showed that HNRNPL loss resulted in decreased expression of integrins (*ITGA5*, *ITGAV*, *ITGA6*, *ITGB1*, *ITGB4*, and *ITGB6*), laminins (*LAMA3*, *LAMC2*, and *LAMB3*), and fibronectin1 (*FN1*) (Fig 2F). 

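Genes that drive or restrain apoptosis moved in both directions. Of 45 apoptosis genes, 4 were higher and 7 were lower (Fisher's exact test against the other called genes, adjusted p = 0.40). The proapoptotic BH3-only genes BMF and BCL2L11 were higher by 2.76 and 1.36 on the log2 scale, and the death receptor TNFRSF1A and the apoptosis inhibitor BIRC3 were lower at −1.65 and −1.29. Of 46 cell cycle genes, 3 were higher and 5 were lower (adjusted exact p = 0.50). The cyclin-dependent kinase inhibitors CDKN1C and CDKN2B were higher by 4.16 and 2.03, E2F2 was higher by 1.45, and cyclin D1 (CCND1) was lower at −2.64. Of 22 transcription factors of the basal state, 7 were lower, including HMGA2 (−2.12), SNAI2 (−1.43) and RUNX1 (−1.42), and 2 were higher, among them SOX2 (3.47) (adjusted exact p = 0.12). Genes outside the table were not called and have no value here. In this line of reasoning the paper starts from the lower attachment genes of the RNA-seq, takes from earlier work that basal cells without attachment differentiate and die, and proposes loss of attachment as the link to both phenotypes.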

Importantly, protein levels of β4 (ITGB4), α5 (ITGA5), β1 (ITGB1), and αV (ITGAV) integrins were also diminished upon HNRNPL loss (Fig 2G). In tissue, HNRNPL knockdown resulted in loss of β4 integrin (ITGB4), which is necessary for the attachment to the underlying dermis (Fig 2H). Two days after seeding HNRNPLi keratinocytes onto dermis, there were local areas of detachment that progressed to complete detachment by day 4 (Fig 2I). This loss of epidermal attachment to the underlying dermis is similar to the clinical phenotypes seen in epidermolysis bullosa patients.

**Fig 2:**
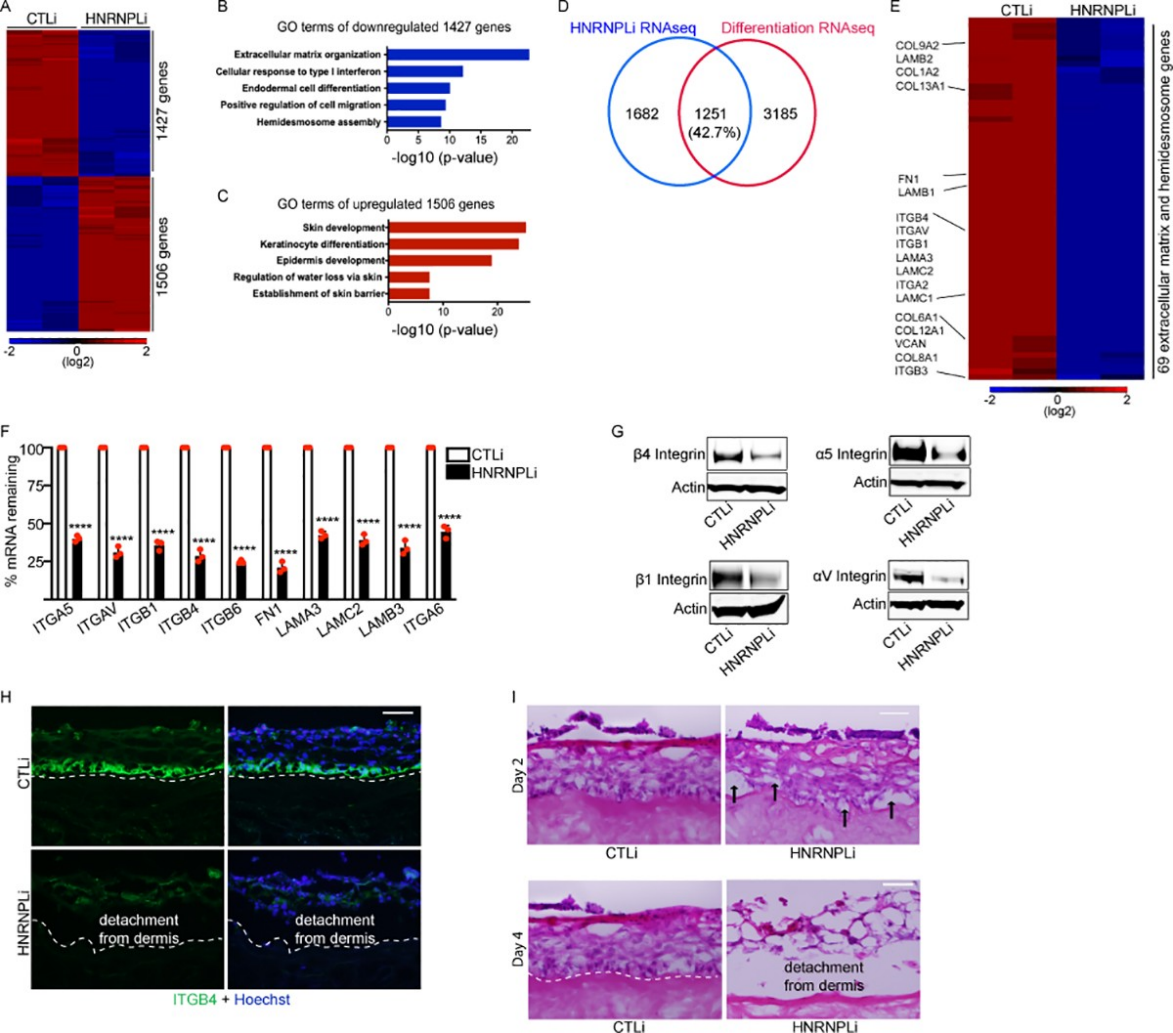
HNRNPL promotes the expression of integrin and ECM genes to allow attachment of the epidermis to dermis. **(A)** RNA-seq analysis of CTL and HNRNPL knockdown primary human keratinocytes (day 4). RNA-seq results were performed in duplicates. A total of 1,506 genes were up-regulated (red), and 1,427 genes were down-regulated (blue) upon HNRNPL depletion. Heatmap is shown in log2 scale. **(B)** GO terms for the 1,427 genes down-regulated in HNRNPLi cells. **(C)** GO terms for the 1,506 genes with increased expression upon HNRNPL loss. **(D)** Overlap of the HNRNPL knockdown gene expression signature with the differentiation signature. **(E)** Heatmap showing the 69 ECM and hemidesmosome genes down-regulated upon HNRNPL knockdown. Heatmap is shown in log2 scale. **(F)** RT-qPCR for integrin and ECM gene expression in CTLi and HNRNPLi cells after 4 days of knockdown. qPCR results were normalized to *L32* levels. Mean values are shown with error bars = SD and ****p < 0.0001 (*t* test). **(G)** Western blot for α and β integrin protein levels in CTLi and HNRNPLi cells. Representative images are shown. **(H)** Immunostaining of CTLi or HNRNPLi regenerated human skin (day 4) with β4 integrin (ITGB4: green). Nuclei are shown in blue (Hoechst staining). The dashed white lines denote the basement membrane zone. Scale bar = 40 μm. **(I)** Time course (days 2 and 4) of human skin regeneration. Hematoxylin–eosin staining of regenerated CTLi and HNRNPLi human skin. Black arrowheads denote areas of epidermal detachment from the dermis. Scale bar = 40 μm. *N* = 3 independent experiments for Fig 2 unless otherwise specified. Primary data for this figure can be found in S1 Data. ECM, extracellular matrix; GO, gene ontology; HNRNPL, heterogeneous nuclear ribonucleoprotein L; RNA-seq, RNA sequencing; RT-qPCR, reverse transcription quantitative PCR.

### HNRNPL binds to hemidesmosome and cell-substrate junction assembly genes and promotes their expression

Since HNRNPL was one of the RBPs found to bind chromatin in a large-scale analysis [16] of 45 RBPs in K562 cells and 58 RBPs in HepG2 cells, we performed chromatin immunoprecipitation sequencing (ChIP-Seq) on HNRNPL in proliferating primary human keratinocytes to determine the genes that it may be directly regulating. 

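The HNRNPL ChIP-Seq had 3 replicates from primary human keratinocytes and 1 input sample. Chromatin was crosslinked with 1% formaldehyde and 2 mM disuccinimidyl glutarate, a protein to protein crosslinker, before pulldown with an HNRNPL antibody. The paper gives growth conditions for these cells, while the protocol in the sample labels names 1.2 mM calcium, and the paper's condition is used here. The authors trimmed the reads, aligned them to hg19 (Bowtie2 2.3 in the submitters' processing notes), removed duplicates in the ENCODE pipeline and called peaks with MACS2 (2.2.4) at a q-value of 0.05. The deposit holds 1 peak list for the 3 replicates, so differences between replicates cannot be seen, and no read counts come with it. Each peak has a position, the name of a gene and the authors' score, used here only to rank or filter peaks within the list. The scores ran from 13 to 1000 with a median of 26. The median peak was 295 bp wide, with quartiles of 244 and 403 bp. A gene is called bound by HNRNPL where a peak carries its name, as in the paper. Of the 2332 names, 2044 were found in GENCODE release 44 lifted to GRCh37 (hg19), which gave gene positions and annotation. The median distance from a peak to the TSS of its named gene was 15.7 kb, over the 2483 peaks with a distance. For this distance and in the Pol II comparisons, only the outermost annotated start of a gene served as its TSS. Starts inside a gene, which the cells may use instead, were not considered. Peaks without a distance did not count as within 10 kb of a TSS. Many peaks lie far from that outermost start, whether inside the named gene or outside it.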

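With promoters of 1 kb, introns were the largest class of HNRNPL peaks. By peak centre, 47.2% fell in introns, 11.8% in promoters, 8.02% at transcription termination sites (TTS), 5.10% in other exons, 2.08% in 3′ UTRs and 0.915% in 5′ UTRs, which makes 2135 of 2843 peaks, or 75.1%, genic. Promoters reached from 1 kb upstream to 100 bp downstream of a TSS, and TTS regions from 100 bp upstream to 1 kb downstream of a transcript end. With promoters widened to 5 kb on either side of a TSS, which takes in the starts of genes, the promoter class held 41.5% of the peaks and introns 30.6%. The highest score, 1000, belonged to a peak of 509 bp named for PARP2 on chromosome 14 of GRCh37 from 20811435 to 20811943, and the next was 285. The thrombospondin gene THBS1, which encodes a matrix glycoprotein, had the next 2 peaks, with scores of 285 and 274, and the latter spans 14061 bp on chromosome 15 from 39875211 to 39889271. Peaks named for ACTB (234), MIR21 (183), CKAP2L (183), MIR205 (139), the activin antagonist FST (135), S100A2 (133) and IGFBP4 (126) followed. These scores come from 1 list and have no replicate error.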

HNRNPL bound to 2,843 peaks, with approximately 68% of the bound sites mapping back to genic regions (5′ UTR, promoter, intron, exon, TTS, 3′ UTR) (Fig 3A). 

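Several genes of cell attachment carried many HNRNPL peaks. ANXA2, which links membranes to actin, had 14 named peaks and the focal adhesion gene TNS4 had 12. The tissue factor gene F3, GALK1, LAMA3 and MIR6819 had 7 each, and FST, SLC38A2, KLF6 and ARHGEF16 had 6 each, while 1987 genes had 1 peak. Of 16 genes of hemidesmosomes and basal anchorage, 13 were bound, including the keratins KRT5 (5 peaks) and KRT14 (3 peaks), the linker genes DST and PLEC, CD151, COL17A1 and COL7A1. Random genes matched on length and CTLi Pol II covered length gave a mean of 2.78 bound (permutation with 10000 draws, p = 0.0015 adjusted over 22 lists, the smallest value these draws gave after adjustment). Of 39 matrix glycoproteins and proteoglycans, 14 were bound against 4.36 in matched genes (adjusted permutation p = 0.0022), and of 37 focal adhesion and actin genes 12 against 5.41 (adjusted p = 0.032). Basal state transcription factors were bound in 10 of 22, with MYC at 5 peaks and SNAI2 and HMGA2 at 3, against 2.96 (adjusted permutation p = 0.0015). MAPK and immediate early genes were bound in 12 of 41, among them AREG and GADD45A with 3 peaks, against 4.90 (adjusted permutation p = 0.016). Integrin subunits (4 of 26, adjusted permutation p = 0.61), laminin chains (4 of 12, adjusted p = 0.29), matrix crosslinking and proteolysis (6 of 36, adjusted p = 0.44) and collagen chains (4 of 40, adjusted p = 1) did not differ from matched genes by this test. The matching was chosen after the files had been seen, and bound members outside the RNA-seq table are named here after their counts were seen. With only peaks within 10 kb of the TSS of the named gene, 918 genes were bound.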

The 2,843 peaks mapped back to 2,332 genes that were enriched for GO terms such as hemidesmosome assembly, cell-substrate junction assembly, regulation of mitogen-activated protein kinase (MAPK) cascade, and cell–cell junction assembly (Fig 3B, S3 Table). 

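The RUNX core TGTGGT occurred in the central 500 bp of 35.9% of the HNRNPL peaks and in 31.6% of flanking windows 2 kb away, over 2741 peaks (exact test of the discordant pairs, adjusted over 8 tests, p = 0.0020). The same bases in reversed order, TGGTGT, which are not a RUNX site, were also more frequent in peaks, at 33.8% against 26.6% (adjusted exact p = 4.0e-08). The TWIST core CAGATG was less frequent in peaks, 26.6% against 30.1% (adjusted exact p = 0.0086). The FOXH1 core TGTGGATT occurred in 1.75% of peaks and 2.37% of flanks and the SOX cores ACAATGG or ACAAAGG in 11.8% and 13.2%, with an adjusted exact p of 0.19 for each. Reversed, the SOX cores were less frequent in peaks (10.3% against 13.5%, adjusted exact p = 0.0010), while the TWIST core (8.54% and 9.01%) and the FOXH1 core (0.985% and 0.949%) did not pass (adjusted exact p = 0.64 and 1). The GC content was 52.2% in the peaks and 47.5% in the flanks. Fixed cores were counted here, and the de novo search was not repeated. The cores were chosen after the files had been seen.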

A de novo motif search of the peaks that HNRNPL bound using HOMER [32] showed enrichment for transcription factors such as RUNX2, TWIST2, FOXH1, and SOX9 (S3A Fig). Of import, RUNX2 and SOX9 have been shown to be necessary for skin self-renewal and growth, suggesting that HNRNPL may be cooperating with these factors to maintain the stem cell state [33–35]. Since the vast majority of HNRNPL binding occurred within genic regions, we visualized how HNRNPL bound to these regions. 

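The profile took 1664 protein-coding genes of at least 5 kb with an HNRNPL peak in the gene or its 1 kb flanks. HNRNPL peaks covered most sequence at both ends of these genes. They covered 3.35% of the first of 20 equal parts of the gene body and 2.49% of the 1 kb before the TSS. In the middle of the gene the covered share was lower, 1.08% in the tenth part, and it was 2.03% in the last part and 3.21% in the 1 kb past the end. Pol II peaks of CTLi cells on the same genes covered 42.2% of the 1 kb before the TSS, 40.9% of the first part, 22.3% of the tenth part and 39.2% of the 1 kb past the end. These shares count the length of called peaks, 1 list each, and not reads.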

HNRNPL binding peaked at the transcription start site (TSS) and was bound throughout the genic regions with a second peak near the transcription end site (TES) (Fig 3C). This binding was reminiscent of the RNA Pol II binding we had previously published [17,19,36] in human keratinocytes, suggesting that HNRNPL may be regulating transcription (Fig 3C). Moreover, 10.4% of the genes up-regulated upon HNRNPL depletion were bound by HNRNPL, which were enriched in GO terms such as regulation of transcription (Fig 3D and 3E). 

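Among the genes higher upon HNRNPL knockdown, bound genes included transcription factors of keratinocyte differentiation. Of the 23 higher members of that list, 9 were bound, 39.1% against 9.98% of the other higher genes (Fisher's exact test, adjusted p = 0.0024 over 18 tests). GRHL3, KLF4, PRDM1, CEBPD and RORA had 2 named peaks each, and MAF, DLX3, JUNB and GATA3 had 1 each. With only peaks within 10 kb of the TSS this difference was 12.2 points (adjusted exact p = 0.11), and with binding taken from a peak in the gene or its 1 kb flanks, an alternative chosen after the data had been seen, 11.4 points (adjusted exact p = 0.17). MAF, CEBPD, DLX3 and GATA3 had no peak in the gene or its flanks. Immediate early and MAPK genes were bound in 4 of 16 higher members (DUSP1, JUN, GADD45B and, by name alone, SPRY1, adjusted exact p = 0.17), and heat shock genes in 3 of 11 (HSPB1, TRIB3 and HMOX1, adjusted p = 0.20). In all, 157 of 1506 higher genes were bound, or 10.4% (95% Wilson interval 8.98 to 12.1%).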

A total of 216 (15.1%) of the genes down-regulated upon HNRNPL loss were also bound by HNRNPL and were enriched for cell-substrate assembly, hemidesmosome assembly, and ECM organization genes (Fig 3D and 3F). This included genes such as *ITGB4*, *LAMA3*, and *LAMC2*, which are critical for the attachment of basal layer stem and progenitor cells to the underlying dermis (Fig 3G and 3I). 

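Genes that anchor basal keratinocytes stood out among the lower genes with an HNRNPL peak. Of the 11 lower genes of hemidesmosomes and basal anchorage, 8 were bound, among them ITGB4, ITGA3, COL17A1, PLEC, CD151, LAMA3 and LAMB3. Their share was 72.7%, against 14.7% of the other lower genes (Fisher's exact test, adjusted p = 4.8e-04 over 18 tests). Of 21 lower focal adhesion and actin genes 8 were bound, among them ACTB with 5 peaks and ACTN1 and MYH9 with 3, and of 21 lower matrix glycoproteins 8 were bound, among them THBS2 with 5 peaks, THBS1 with 3 and AGRN with 2 (adjusted exact p = 0.030 for each list). Both calls ended when only peaks within 10 kb of the TSS counted (adjusted exact p = 0.14 and 0.076). With binding taken from a peak in the gene or its 1 kb flanks, chosen after the data had been seen, the call for matrix glycoproteins ended (14.1 points, adjusted exact p = 0.18) and that for focal adhesion genes stayed (28.6 points, adjusted exact p = 0.014). Lower basal state transcription factors were bound in 5 of 7 (RUNX1, SNAI2, HMGA2, BNC1 and, by name alone, TCF3, adjusted exact p = 0.0074, and 0.076 within 10 kb). Integrins (2 of 10), collagens (2 of 11), laminins (3 of 6) and matrix crosslinking and proteolysis (6 of 24) did not pass the test (adjusted exact p of 0.72, 0.72, 0.12 and 0.39). Of 26 lower interferon response genes 1 was bound, OAS2, by name alone (adjusted exact p = 0.29). Over all lower genes the bound share was 15.1% (95% Wilson interval 13.4 to 17.1%), higher than among up-regulated genes by 4.71 points (odds ratio 1.53, Fisher's exact test, p = 1.6e-04). Within deciles of CTLi Pol II covered length the odds ratio was 1.19 (95% interval 0.942 to 1.503), and within deciles of CTLi expression 1.21 (0.9504 to 1.54). With peaks within 10 kb of the TSS the difference was 1.63 points (exact p = 0.077). Genes are not independent replicates, and these tests compare gene groups.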

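LAMA3 lies on chromosome 18 of GRCh37 from 21269417 to 21536186 and had 9 HNRNPL peaks in the gene or its 1 kb flanks, 7 of them under its own name and 2 under that of TTC39C. All 9 lay in the downstream part of the gene, from 21453157 to 21524601, 8 in introns and 1 in an exon. The highest scores were 41, at 21456359 to 21457253 and at 21512556 to 21513290. LAMB3, another laminin chain, lies on chromosome 1 from 209788215 to 209825770 and had 8 intronic peaks, 5 of them under its name and 3 under that of MIR4260. ITGA3 had 3 intronic peaks on chromosome 17 between 48134399 and 48151039, and FN1 had 1 intronic peak on chromosome 2 from 216241447 to 216241787 with a score of 45. ITGA2, ITGA5, ITGA6, ITGAV, ITGB1 and ITGB6 had 0 peaks by name or within 1 kb.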

A zoomed out view of the *ITGB4* genomic region with its proximal genes *UNK* and *SAP30BP* also confirmed the specificity of HNRNPL binding to *ITGB4* (S3B Fig). 

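ITGB4 lies on chromosome 17 of GRCh37 from 73717408 to 73753899, on the forward strand. HNRNPL peaks in the gene or its 1 kb flanks numbered 7. A pair in introns near the start of the gene is named for ITGB4, at 73718714 to 73719512 (score 47) and at 73733677 to 73733961 (score 33). The other 5, from 73745715 to 73754635, are named for GALK1, which overlaps the end of ITGB4 on the opposite strand. The other peak named for ITGB4 lies upstream in an intron of SAP30BP, at 73701742 to 73702037 (score 24). SAP30BP, from 73663331 to 73704142, thus had 2 peaks within it, the second at an exon from 73680388 to 73680705 (score 35) under the name of RECQL5. UNK, from 73780887 to 73821880, had 0. These positions have no replicate error, since the 3 replicates share 1 list.

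**Figure D2:**
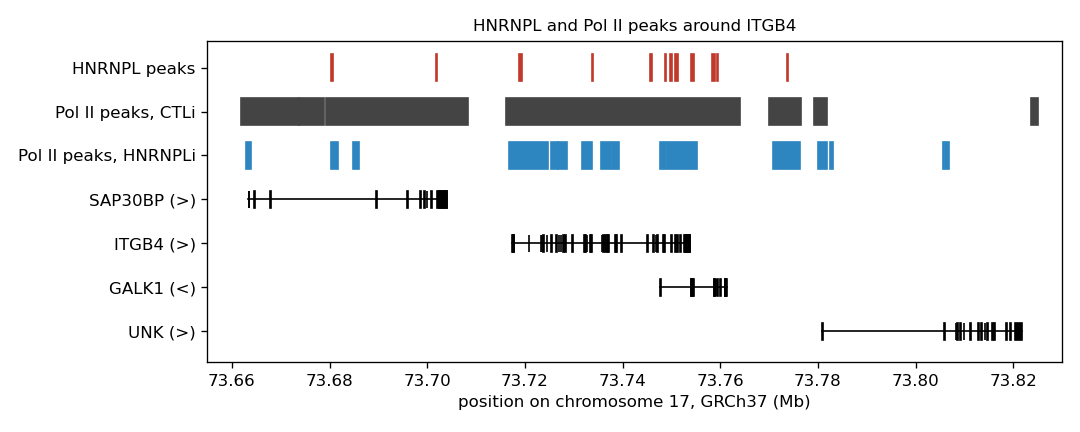
HNRNPL peaks (red), Pol II peaks in CTLi (grey) and in HNRNPLi cells (blue) around ITGB4, by position on chromosome 17 of GRCh37 (horizontal axis, Mb). Gene models below show exons as upright bars, and arrowheads beside the names give the strand. Of the HNRNPL peaks, 7 lie in ITGB4 or within 1 kb, 2 in SAP30BP and 0 in UNK.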

To test the specificity of HNRNPL binding to integrin/ECM genes, we performed ChIP-qPCR to determine if HNRNPL knockdown could reduce the binding to those regions. ChIP-qPCR showed that HNRNPL bound to *ITGA3*, *ITGB1*, *LAMB3*, and *ITGB4* in control cells, but the binding was significantly diminished upon HNRNPL knockdown (S3C Fig). HNRNPL did not bind to genes such as *TP63*, *DHFR*, and *PGK1*, which demonstrates its preference toward integrin/ECM genes (S3C Fig). These results suggest that HNRNPL directly regulates hemidesmosome/ECM genes and indirectly regulates differentiation through attachment of the basal layer to the underlying dermis.

**Fig 3:**
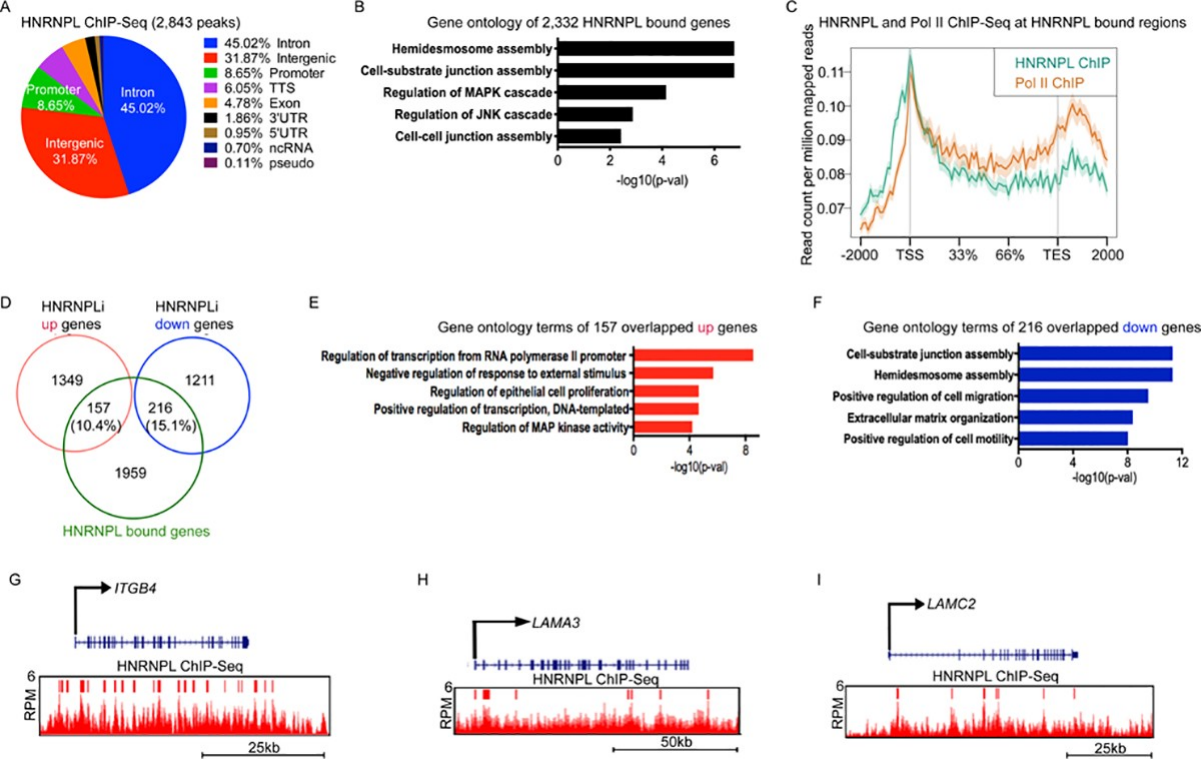
HNRNPL binds to hemidesmosome and cell-substrate assembly genes. **(A)** Genomic localization of the 2,843 HNRNPL bound peaks. The percent of HNRNPL binding to each genomic region is shown. HNRNPL ChIP-Seq was performed in primary human keratinocytes in growth conditions (*n* = 3 independent experiments). **(B)** GO terms of the 2,332 genes that the 2,843 HNRNPL bound peaks mapped to. **(C)** Metagene plot of HNRNPL (teal) and RNA Pol II (orange) ChIP-Seq reads at HNRNPL bound regions. Y-axis is shown as read count per million reads, and X-axis is the distance along HNRNPL bound genes. TSS is transcription start site, and TES is transcription end site. **(D)** Venn diagram of HNRNPL bound genes (HNRNPL ChIP-Seq) with genes up-regulated or down-regulated upon HNRNPL depletion. **(E)** GO terms of the HNRNPL bound genes that overlap with genes increased upon HNRNPL loss. **(F)** GO terms of the 216 decreased genes upon HNRNPL knockdown that overlap with HNRNPL bound genes. **(G–I)** Gene tracks of *ITGB4* (G), *LAMA3* (H), and *LAMC2* (I). HNRNPL ChIP-Seq is shown in red. Y-axis shows RPM, and red bar over gene tracks represent significant peaks. X-axis shows position along gene. Primary data for this figure can be found in S1 Data. ChIP-Seq, chromatin immunoprecipitation sequencing; GO, gene ontology; HNRNPL, heterogeneous nuclear ribonucleoprotein L; Pol II, polymerase II; RPM, reads per million.

### HNRNPL is necessary for Pol II binding and transcription of hemidesmosome and cell-substrate junction assembly genes

Because HNRNPL’s binding on chromatin resembled Pol II, we wanted to determine if HNRNPL associated with Pol II. Immunoprecipitation (IP) of HNRNPL showed that it could associate with Pol II even in the absence of RNA (Fig 4A). These results suggest that HNRNPL may potentially be regulating transcription of hemidesmosome and ECM genes in 2 main ways: (1) HNRNPL may be promoting the transcription elongation of HNRNPL bound genes. This is a possibility since HNRNPL has been previously found to interact with transcription elongation factors such as P-TEFb [37]. If this were the case, then HNRNPL knockdown should result in Pol II accumulating at the TSS/promoter regions. This would be accompanied by a loss of Pol II from the gene body regions of HNRNPL bound genes. (2) HNRNPL may be necessary for promoting the stability of Pol II binding along the TSS and gene body. If this were true, then HNRNPL depletion should result in Pol II loss from both the gene body and TSS of HNRNPL bound genes. To test these possibilities, we performed Pol II ChIP-Seq on control (CTLi) and HNRNPL knockdown (HNRNPLi) cells (S4A Fig). 

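The Pol II ChIP-Seq had 2 CTLi and 2 HNRNPLi replicates, on day 4 after transfection with 10 nM siRNA, and 1 input pooled from both groups. The paper gives fixation with 1% formaldehyde alone, while the sample labels also name 2 mM disuccinimidyl glutarate. The protocol in these labels names 1.2 mM calcium, while their treatment entry gives undifferentiated cells, which is the condition used here. Reads were processed by the authors as for HNRNPL, and the deposit holds 1 peak list per condition with a score per peak that is capped at 1000. The difference between conditions therefore has no replicate check, and read depth and enrichment of each sample are unknown. The CTLi list had 22054 peaks that covered 78.3 Mb, with a median width of 1930 bp. The HNRNPLi list had 16039 peaks over 28.5 Mb with a median width of 1282 bp, which is 72.7% of the number and 36.5% of the covered length. Peaks of 10 kb or more numbered 1470 in CTLi and 182 in HNRNPLi cells. Of the CTLi peaks 49.8% (95% Wilson interval 49.1 to 50.4%) overlapped an HNRNPLi peak by at least 1 bp, and of the HNRNPLi peaks 80.5% overlapped a CTLi peak. HNRNPL peaks overlapped CTLi Pol II peaks in 1153 cases and HNRNPLi Pol II peaks in 851. For each gene, the length covered by Pol II peaks in HNRNPLi cells was divided by that in CTLi cells, which gives the percent of Pol II covered length kept. The measure depends on which regions passed the peak caller, and not on read density as in Fig 4B and 4C. The authors compared reads with diffReps, which was not repeated. A gene was counted here as having lost Pol II where its covered length fell by at least 50%, and as having gained it where the length rose at least 2-fold, limits set after the files had been seen.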

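Over 10838 protein-coding genes with CTLi Pol II peaks and no HNRNPL peak by name, Pol II peaks kept a median of 48.6% of their CTLi length upon HNRNPL knockdown, with quartiles of 13.2 and 88.8%. Within 2 kb of the TSS these genes kept a median of 73.6%, and further into the gene body 8.23%. Among them are 4 of the 10 genes with the largest loss in length. FRMD6 kept 4.88% of 239 kb, the cytoskeletal crosslinker MACF1 5.89% of 161 kb, the septin gene SEPTIN9 2.03% of 154 kb and ARHGEF28 2.84% of 146 kb. MACF1 and SEPTIN9 had 2 HNRNPL peaks each within the gene under other names, and none of the 4 was called in the RNA-seq. HNRNPL itself, whose mRNA the siRNA lowered, kept 96.7% of its Pol II covered length. There is 1 Pol II list per condition, so these values have no replicate error.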

On genes not bound by HNRNPL, there was a slight loss of Pol II binding from the gene body and TSS regions in HNRNPL-depleted cells (Fig 4B). However, on genes bound by HNRNPL, there was a dramatic reduction in Pol II binding along the gene body and TSS regions in HNRNPL knockdown cells (Fig 4C). 

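Over whole genes, the median share of Pol II covered length kept was close for genes named for an HNRNPL peak and for others. Over 1219 bound protein-coding genes with CTLi Pol II it was 48.9%, with quartiles of 14.4 and 88.7%, and the difference of 0.31 points from the other genes did not pass a permutation test (100000 resamples, two-sided p = 0.90). Within 2 kb of the TSS bound genes kept a median of 75.7%, 2.13 points above the others (permutation p = 0.12), and further into the gene body 21.4%, against 8.23% of the others, with none left there in 29.9% of bound and 44.4% of other genes. Matched by deciles of CTLi covered length, bound genes kept 3.51 points more on the mean (permutation p = 0.061), with more kept in each of the 7 highest deciles, by up to 19.9 points, and 32.6 points less in the lowest. With binding taken from a peak in the gene or its 1 kb flanks, chosen after the data had been seen, the medians were 48.2% for bound and 48.7% for other genes (permutation p = 0.81), and matched by deciles bound genes kept 10.4 points more (permutation p = 1.7e-04). Large losses in genes bound by name include SH3PXD2A, which kept 2.95% of 258 kb, MICAL2 with 3.05% of 177 kb and BCAR3 with 2.03% of 172 kb. ASAP2 kept 2.31% of 162 kb and EGFR 25.8% of 192 kb. SH3PXD2A had no HNRNPL peak in the gene or its 1 kb flanks, while MICAL2, BCAR3, ASAP2 and EGFR did. By RNA-seq direction the shares kept differed more. Genes lower upon knockdown kept a median of 22.2%, genes not called 47.9% and genes higher upon knockdown 99.5%. Among lower genes the medians were 21.9% for bound and 22.2% for other genes.

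**Figure D3:**
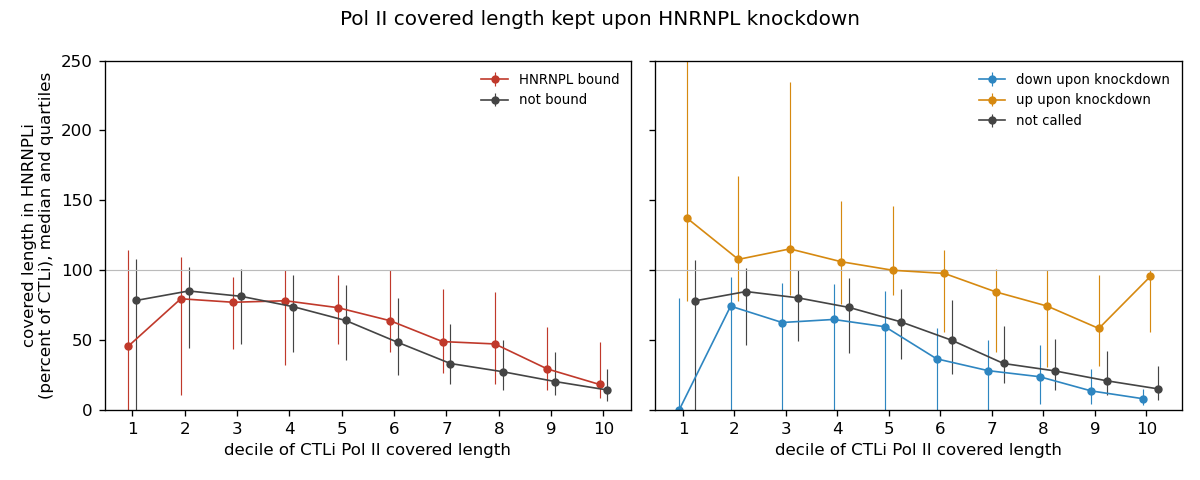
Percent of CTLi Pol II covered length kept in HNRNPLi cells (vertical axis, median and quartiles over genes) by decile of CTLi covered length (horizontal axis, shortest to longest). Left, genes bound by HNRNPL (red) and not bound (grey), which lie 3.51 points apart on the mean over deciles. Right, genes lower (blue), higher (orange) and not called (grey) upon knockdown. The line at 100 marks no change, and the upper quartile of the higher genes in the lowest decile, 270%, runs past the axis.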

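By the limits set here, Pol II covered length fell by at least 50% in 8233 genes upon HNRNPL knockdown. Of the HNRNPL bound names, 1304 carried CTLi Pol II, and 660 of these lost it, or 50.6% (28.3% of all 2332 names). With only Pol II peaks at the highest score of 1000, 652 bound genes did. The study's S4 Table lists 495 entries, of which 493 match bound names, 483 have gene positions and 474 carried CTLi Pol II. Of these 474 genes, 329 (69.4%) lost Pol II by covered length. They kept a median of 25.6% of their CTLi length, against 66.4% for the 830 other bound genes with CTLi Pol II. The table was chosen by the study on these samples, so this contrast is not independent.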

Approximately 21% (495/2,332) of HNRNPL bound genes lost Pol II peaks upon HNRNPL knockdown (Fig 4D, S4 Table). These 495 genes were enriched for GO terms such as cell-substrate junction and hemidesmosome assembly genes (Fig 4E, S4 Table). 

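Among bound genes with CTLi Pol II, the study's S4 Table holds 9 of 13 from the list of hemidesmosomes and basal anchorage (69.2%, against 36.0% of the other bound genes with CTLi Pol II). It also holds 9 of 12 focal adhesion and actin genes and 9 of 12 matrix glycoproteins (75% each, against 36.0%). None of the 3 lists passed Fisher's exact test over 13 lists (adjusted p = 0.081, 0.075 and 0.075). They passed when bound genes without CTLi Pol II, which cannot lose it, also counted (adjusted exact p = 0.0082, 0.0065 and 0.012). When loss was counted from covered length, these lists had 8 of 13, 5 of 12 and 7 of 12 members with lost Pol II, against 50.5%, 50.7% and 50.5% of other bound genes with CTLi Pol II (adjusted exact p = 0.77 each). Of the 10 bound differentiation transcription factors with CTLi Pol II, none lost it by covered length, against 51.0% (adjusted exact p = 0.011, and 0.15 for 0 of 12 when bound genes without CTLi Pol II also counted). The S4 Table holds 3 of these 10, or 30%, against 36.4% (adjusted exact p = 0.91). The limit to genes with CTLi Pol II, and the baseline by decile that follows, were chosen after the other values were seen. Whether bound or not, the 16 hemidesmosome genes kept a median of 11.1% of their CTLi Pol II length. The baseline, which is the median over members of the median kept by all genes in each member's decile of CTLi covered length, was 14.6%. For 15 integrin genes the list and baseline medians were 4.56% and 35.2%, for 16 collagen genes 14.8% and 42.9%, for 8 genes of the cornified envelope 104% and 31.9%, and for 25 differentiation transcription factors 100% and 28.6%.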

Notably, 51% (111/216) of the HNRNPL bound genes that are down-regulated upon HNRNPL knockdown also lost Pol II peaks (S4B Fig). These 111 genes were also highly enriched for GO terms such as ECM organization, cell-substrate junction assembly, and hemidesmosome assembly (S4C Fig). These HNRNPL bound genes include *ITGB4*, *LAMC2*, *ITGB1*, *ITGA3*, *ITGA2*, *LAMA3*, and *FN1* where HNRNPL loss led to depletion of Pol II from both the gene body and TSS (Fig 4F–4I, S4D–S4F Fig). Validation of these results by ChIP-qPCR also showed that HNRNPL knockdown led to a significant loss of Pol II binding to the TSS of *ITGB4*, *ITGB1*, *ITGA3*, *FN1*, and *LAMB3* (S4G Fig). 

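Over all lower genes with positions, those named for an HNRNPL peak lost Pol II more often than the others, 57.8% of 211 against 50.2% of 1166 (Fisher's exact test, two-sided p = 0.043). At a fold change of at least 4 the shares were 67.2% and 42.5% (exact p = 7.6e-04), and with only Pol II peaks at the highest score of 1000 they were 62.6% and 49.8% (exact p = 7.3e-04). These counts include genes with no CTLi Pol II to lose. Limited to genes with CTLi Pol II, which was chosen after the data had been seen, the shares were 67.8% of 180 bound and 65.7% of 891 other genes (exact p = 0.61). At a fold change of at least 4 they were then 84.8% and 75.0% (exact p = 0.22), and with peaks at the highest score 78.6% and 73.5% (exact p = 0.17). Among higher genes the shares were 15.8% and 13.5% over all with positions (exact p = 0.45), and 21.8% and 23.6% over those with CTLi Pol II (exact p = 0.81). Of the study's S4 genes, 111 were lower and 13 higher in the RNA-seq. The genes that were lower, bound and lost Pol II, by size of the fall in mRNA, begin with COL22A1, FN1, the BMP antagonist NOG (−4.29), NTM (−3.96) and MFNG (−3.59). SPHK1 (−3.27), TMEM255B (−3.26), the matrix gene SMOC1 (−3.25), LAMA3 and ANO1 (−3.22) follow. COL22A1, NOG, MFNG and SMOC1 had no Pol II peak left in HNRNPLi cells.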

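Pol II peaks shrank to different extents on the genes described here. On ITGB4 they covered 36.5 kb in CTLi and 22.1 kb in HNRNPLi cells (60.5% kept), with 77.0% kept within 2 kb of the TSS. On ITGB1, where the covered length went from 80.3 to 5.85 kb, 28.3% was kept at the TSS. ITGA3 kept 4.56% of 34.1 kb, all of it near the TSS, where 61.7% was kept. ITGA2 had 1.52% of 92.0 kb left, with 65.1% at the TSS and 0.402% in the body. FN1 retained 0.289 of 73.1 kb (0.396%), with 37.5% at the TSS and none in the body. LAMA3 went from 89.8 to 1.32 kb (1.47%), and its Pol II in CTLi cells lay on the downstream part of the gene, with none at the annotated TSS of the whole gene. ITGB1 and ITGA2 carried no HNRNPL peak. Each value compares 1 peak list with another.

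**Figure D4:**
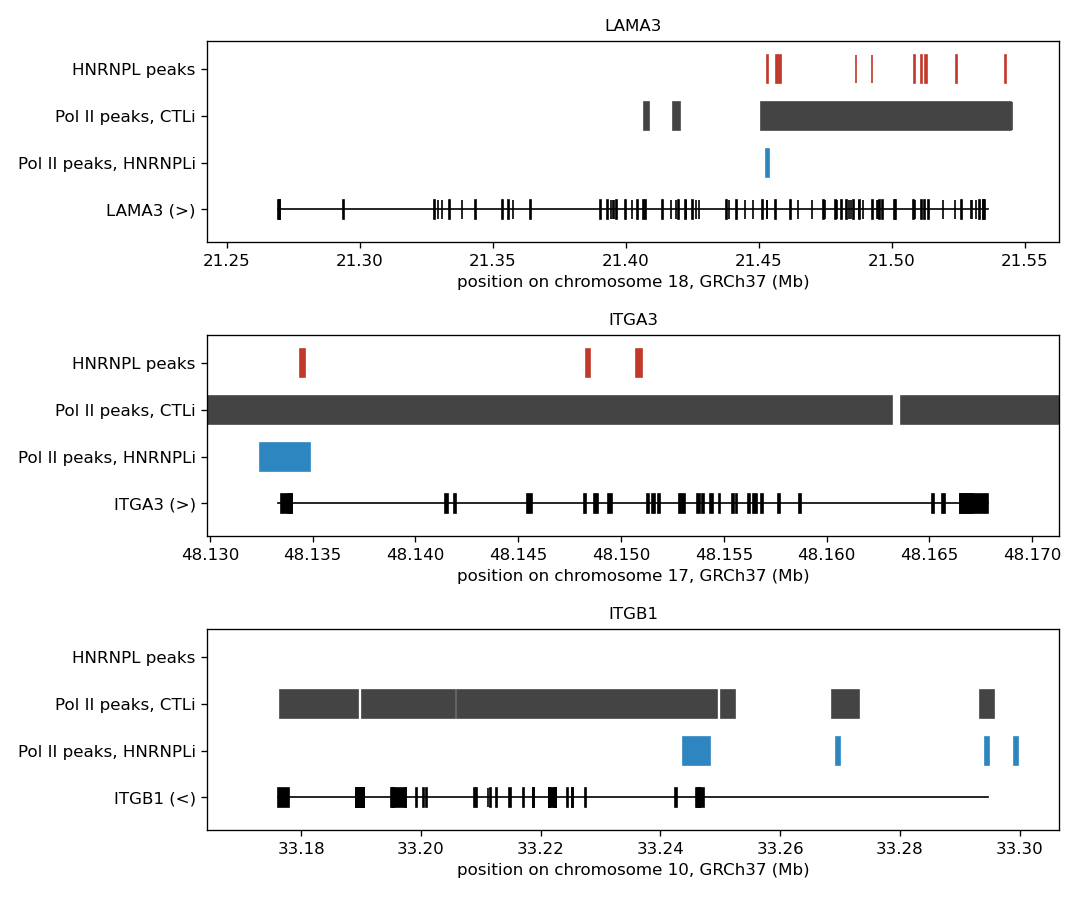
HNRNPL peaks (red) and Pol II peaks in CTLi (grey) and HNRNPLi cells (blue) on LAMA3, ITGA3 and ITGB1, by position in GRCh37 (horizontal axes, Mb). Gene models below show exons as upright bars. Pol II peaks kept 1.47% of their CTLi length on LAMA3, 4.56% on ITGA3 and 7.29% on ITGB1.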

Since HNRNPL could potentially act as a repressor at its bound genes, we overlapped the genes that gained Pol II peaks upon HNRNPL knockdown with its bound genes. 

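Pol II covered length rose at least 2-fold, or appeared, in 1486 genes upon knockdown. Ranked by kb gained among all genes, 5 of the 10 largest gains were on genes of the differentiation and barrier lists (GRHL1, GRHL3, KRT80, ABCA12 and CERS3). GRHL1, a transcription factor of the differentiated layers, went from 0.608 to 47.1 kb, the keratin gene KRT80 from 0.267 to 23.0 kb and the ceramide synthase CERS3 from 1.15 to 20.8 kb. ABCA12 gained 24.0 kb to reach 26.3 kb. POF1B and ABLIM1 had none in CTLi and 24.9 and 19.5 kb in HNRNPLi cells. TLE3, GNAI1, GRHL3 and PNLIPRP3 complete the 10 largest gains, and all 10 genes were higher in the RNA-seq. Of these 10, KRT80 and GRHL3 were named for an HNRNPL peak, and GRHL3 (28.9 to 48.3 kb) fell short of the 2-fold limit. In all 85 bound genes gained Pol II by this limit, and 193 had at least 1 peak in HNRNPLi cells with no CTLi peak beneath it. Bound genes made up 8.02% of the genes that lost and 5.72% of those that gained Pol II (Fisher's exact test, p = 0.0018), and 7.84% of all 16629 genes with CTLi Pol II. Lost genes need CTLi Pol II, while gained genes may have none. Limited to gained genes with CTLi Pol II, of which 7.40% of 365 were bound, the difference was 0.62 points (exact p = 0.77). Without that limit, the difference passed with only Pol II peaks at the highest score (2.12 points, exact p = 0.022), with HNRNPL peaks above the median score (1.14 points, exact p = 0.020) and with genes that lost and gained a whole peak left out (1.54 points, exact p = 0.039). It did not when genes with a wholly lost or gained peak were compared (0.24 points, exact p = 0.76), or when every peak had to be lost or new (0.33 points, exact p = 0.70). The limits to CTLi Pol II and to the highest score, and the comparisons by whole peaks, were chosen after the data had been seen.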

A total of 430 of those genes overlapped, which were enriched for GO terms such as peptidyl-tyrosine phosphorylation and positive regulation of transcription (S4H and S4I Fig). While it is possible that HNRNPL is acting as a repressor at those genes, it is unlikely that those genes are a major contributor to the observed phenotype. Altogether, our data suggest that HNRNPL is necessary to promote the stability of Pol II transcription through hemidesmosome and ECM genes.

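The paper set out from 2 possibilities, a role of HNRNPL in elongation, with Pol II piling up at the TSS, or in the stability of Pol II, with loss from TSS and gene body alike. Both regions lost covered length in these lists. Over bound genes the summed length within 2 kb of the TSS was 71.0% of CTLi in HNRNPLi cells and that of the gene body 26.7%, and over other genes 66.0% and 23.7%. Of the bound genes with CTLi Pol II at the TSS 13.8% had none there in HNRNPLi cells, and of those with CTLi Pol II in the body 29.9% had none. For genes without an HNRNPL peak these shares were 17.6% and 44.4%. For hemidesmosome and matrix genes the paper proposes the second possibility. It draws on the loss of Pol II at both regions of bound genes and on the association of HNRNPL with Pol II. Its ChIP-qPCR, a separate measurement, also showed less Pol II at the TSS of ITGB4, ITGB1, ITGA3, FN1 and LAMB3.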

**Fig 4:**
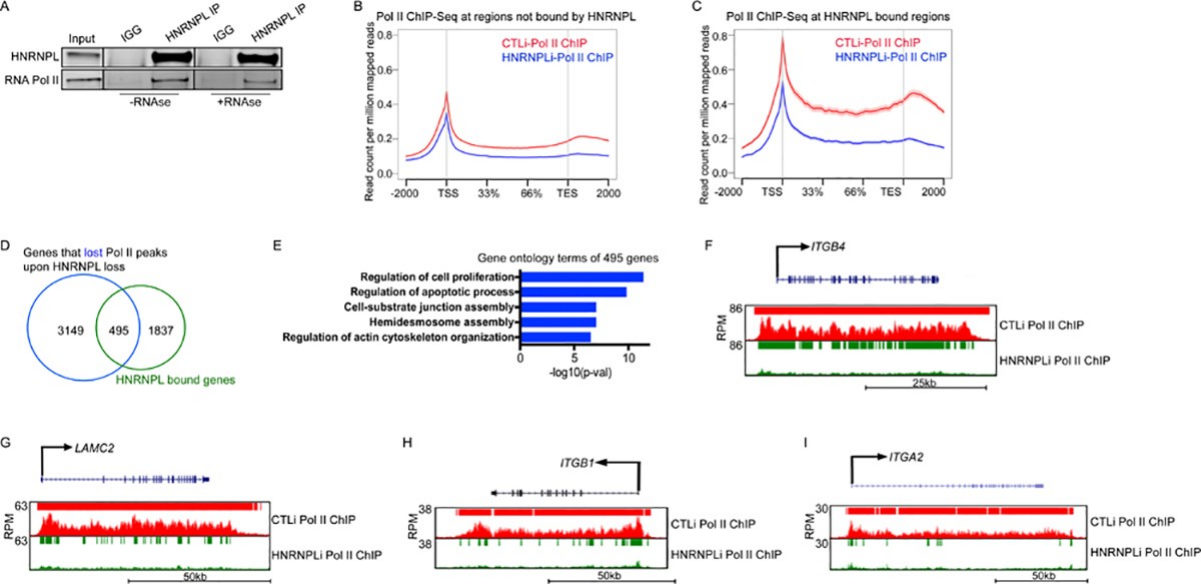
HNRNPL is required for Pol II–mediated transcription of integrin/ECM genes. **(A)** IPs were performed using an HNRNPL antibody or IGG and western blotted for HNRNPL or RNA Pol II protein expression. IPs were performed +/− RNase A. A total of 1% of the cell lysate was used as input. Representative blots are shown. **(B)** RNA Pol II ChIP-Seq at regions not bound by HNRNPL in CTLi (red) and HNRNPLi (blue) cells. Y-axis is shown as read count per million reads, and X-axis is the distance along genes. TSS is transcription start site, and TES is transcription end site. Pol II ChIP-Seq in CTLi and HNRNPLi cells were performed in duplicates. **(C)** Pol II ChIP-Seq at regions bound by HNRNPL in CTLi (red) and HNRNPLi (blue) cells. **(D)** Overlap between HNRNPL bound genes (HNRNPL ChIP-Seq) and genes that lost Pol II peaks upon HNRNPL knockdown. **(E)** GO terms of the 495 genes that overlap from (D). **(F–I)** Gene tracks of *ITGB4* (F), *LAMC2* (G), *ITGB1* (H), and *ITGA2* (I). Pol II ChIP-Seq is shown in CTLi (red) and HNRNPLi (green) cells. Y-axis shows RPM, and red or green bar over gene tracks represents significant peaks. X-axis shows position along gene. Primary data for this figure can be found in S1 Data. ChIP-Seq, chromatin immunoprecipitation sequencing; ECM, extracellular matrix; GO, gene ontology; HNRNPL, heterogeneous nuclear ribonucleoprotein L; IGG, immunoglobulin; IP, immunoprecipitation; Pol II, polymerase II; RPM, reads per million.

## Discussion

HNRNPL has been shown to be involved in most aspects of RNA regulation including RNA stability, splicing, as well as association with long noncoding RNAs (lncRNAs) to control gene expression [37–40]. It has been mostly studied in the context of cancer where it is required for tumor growth and metastasis [41]. In this context, HNRNPL interacts with various lncRNAs (specific lncRNAs dependent on tumor type) to promote tumorigenesis [42–46]. For example, the complex of lncRNA, DSCAM-AS1, and HNRNPL are necessary for breast cancer progression and tamoxifen resistance [42]. In hepatocellular carcinoma, the lncRNA SPRY4-IT1 associates with HNRNPL to promote growth and metastasis through the tumor necrosis factor (TNF) pathway [43]. Intriguingly, very little is known about the role of HNRNPL during normal tissue homeostasis as well as how it impacts gene expression by binding chromatin. In a large-scale study, HNRNPL was found to bind chromatin, but not much characterization was done on how it impacted gene expression [16].

Our results suggest HNRNPL is necessary to sustain epidermal stem and progenitor cells in the basal layer of the epidermis. In its absence, primary human keratinocytes undergo apoptosis, stop proliferating, and prematurely differentiate. In regenerated human skin, HNRNPL loss leads to terminal differentiation proteins being expressed in the basal layer of the epidermis, suggesting that the stem cell compartment has been lost. Apoptosis could be observed throughout the epidermis. In addition, the epidermis could no longer attach to the underlying dermis due to loss of expression of hemidesmosome/ECM genes. This phenotype resembled what is seen in epidermolysis bullosa patients who have mutations in integrin, laminin, or collagen. Integrin and ECM genes has been extensively studied; however, there is limited understanding on how these crucial genes are regulated on the transcriptional level [47,48]. Surprisingly, our HNRNPL ChIP-Seq data showed that HNRNPL bound genes were significantly enriched for hemidesmosome and cell-substrate junction assembly GO terms. This includes genes such as *ITGB4* and *LAMC2* that are crucial for the attachment of the basal layer to the dermis. It should be noted that HNRNPL binding to chromatin is weaker than other factors that have been traditionally characterized such as transcription or epigenetic factors. This weaker association was also observed by Xiao and colleagues when they mapped the DNA binding of a large number of RBPs [16]. Interestingly, HNRNPL binding to chromatin resembled that of Pol II and the 2 proteins also associate. This suggests that HNRNPL may be crucial for Pol II–mediated transcription on HNRNPL bound genes. Supporting this, knockdown of HNRNPL substantially decreased Pol II binding across HNRNPL bound genes that were enriched for hemidesmosome and ECM genes. Importantly, Pol II was only minimally impacted on genes not bound by HNRNPL.

Our data suggest that HNRNPL indirectly regulates differentiation and apoptosis since HNRNPL did not bind to these gene classes. 

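No late differentiation gene was named for an HNRNPL peak, while some regulators of differentiation and apoptosis were. None of 46 genes of the cornified envelope and late differentiation was named for a peak (2.04 on average in genes matched on length and CTLi Pol II covered length, permutation test, adjusted p = 0.43 over 22 lists). Of 28 early differentiation and desmosome genes 5 were bound by name, KRT80, DSC3, PKP1, PKP3 and JUP (adjusted permutation p = 0.29), and of 31 barrier lipid genes 5 (adjusted p = 0.43). Of 33 transcription factors of differentiation 12 were bound by name, against 3.64 in matched genes (adjusted permutation p = 0.0015). Those not among the higher genes include TFAP2A and FOSL1. Of 45 apoptosis genes 6 were bound by name, BCL2 with 4 peaks, FADD with 3, and BOK, BBC3, BIRC2 and TNFRSF1A with 1 each, against 4.39 in matched genes (adjusted permutation p = 0.67). Of these named genes KRT80, DSC3, MAF, CEBPD, DLX3, GATA3, FADD, BBC3 and BIRC2 had no peak in the gene or its 1 kb flanks.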

Genes up-regulated (or gained Pol II peaks) upon HNRNPL depletion and were bound by HNRNPL were not enriched for differentiation or apoptosis genes. Instead, these genes were involved in the regulation of transcription from RNA Pol II promoter. Thus, HNRNPL indirectly prevents premature differentiation and anoikis by promoting the expression of hemidesmosome/ECM genes. This, in turn, allows attachment of the basal layer to the underlying dermis [6,49,50]. 

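Among genes higher upon knockdown, none of 36 cornified envelope and late differentiation genes was bound, against 10.7% of the other higher genes (Fisher's exact test, p = 0.027, adjusted p = 0.082 over 18 tests). Early differentiation and desmosome genes were bound in 2 of 20 (KRT80 and JUP, adjusted exact p = 1). Barrier lipid genes were bound in 4 of 24 higher members, among them ALOXE3, SPTLC3 and UGCG (adjusted exact p = 0.39). Of the 4 higher apoptosis genes, BBC3 was named for a peak, too few members for a test. KRT80, ALOXE3 and BBC3 had no peak in the gene or its 1 kb flanks.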

Previous studies have shown that keratinocytes grown in suspension without anchorage to the ECM spontaneously differentiate as it is mimicking the process of delamination from the basal layer [6,29,30]. A prior study showed that HNRNPL binds to muscle differentiation genes and activates their expression [51]. This is in contrast to our study where HNRNPL does not bind to differentiation genes in keratinocytes. HNRNPL is also necessary for maintaining the undifferentiated state in keratinocytes rather than promoting differentiation as shown in the muscle study. It is currently unclear whether the differences are due to cell type–specific differences (keratinocytes versus myoblasts) or the primary cells that were used in this study as compared to the transformed muscle cell line used in the previous study.

Since HNRNPL can bind to RNA, it is also possible that HNRNPL binds to RNA to control epidermal growth and differentiation. For example, HNRNPL could potentially control the mRNA stability or translation of skin master transcription factors such as *P63* to promote expression of hemidesmosome/ECM genes. However, the major phenotypes of premature differentiation, apoptosis, and detachment of the epidermis from the dermis can be explained through transcriptional control of hemidesmosome and ECM genes through HNRNPL. Our model suggests that lineage-specific transcription factors open the chromatin to hemidesmosome/ECM genes, which then allows HNRNPL to maintain Pol II transcription at those genes. This is supported by our findings that HNRNPL bound genes were enriched with SOX9 and RUNX2 binding motifs. With HNRNPL being expressed throughout the epidermis, basal layer–specific transcription factors such as SOX9 [34,35] could potentially recruit HNRNPL to target genes to achieve layer-specific gene expression. In summary, we have elucidated how HNRNPL maintains epidermal renewal by promoting the expression of adhesion genes through RNA Pol II, which then allows attachment of the epidermis to the dermis.

## Methods

### Cell culture

Primary human epidermal keratinocytes (derived from neonatal foreskin) were purchased from Life Technologies (Carlsbad, California, USA) (C0015C) and cultured in EpiLife medium (Life Technologies: MEPI500CA). This media was supplemented with penicillin/streptomycin (HyClone SV30010) and human keratinocyte growth supplement (Life Technologies: S0015). Cells were induced to differentiate in full confluence and 1.2 mM calcium for 3 and 5 days. Phoenix cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM) with 10% fetal calf serum.

### Gene knockdown

siRNAs were placed into EpiLife media with the transfection reagent Lipofectamine RNAiMAX (25 ul for 10-cm plate transfection and 50 ul for 15-cm plate transfection) (Thermo Fisher Scientific (Waltham, MA): 13778) and incubated for 5 minutes at room temperature. This siRNA media was then diluted 1:10 and added to subconfluent keratinocytes, with the siRNA at a final concentration of 10 nM. The keratinocytes were then incubated in this media for a minimum of 18 hours to carry out siRNA knockdown. The siRNAs used in this study are as follows: Control siRNA (Ambion (Carlsbad, CA) Silencer Select Negative Control 4390844), HNRNPL siRNA (Ambion Silencer Select s6742), HNRNPF (Dharmacon (Lafayette, CO) M-013449-02-0005), HNRNPH1 siRNA (Dharmacon M-012107-00-0005), and HNRNPH2 siRNA (Dharmacon M-013245-01-0005). The retroviral constructs (3 ug) expressing shRNAs were transfected using Fugene 6 (Roche, Basel, Switzerland) into amphotrophic phoenix cells to knockdown genes. Viral supernatants were collected 48 hours posttransfection and used to infect primary human keratinocytes. Cells were incubated in the viral supernatants and centrifuged at 1,000 reads per million (rpm) for 1 hour with the addition of polybrene (5 ug/ml). Cells were transduced on 2 consecutive days with the shRNA retroviral constructs and then selected using puromycin (2 ug/ml).

### Retroviral constructs

Retroviral constructs to knockdown HNRNPL were generated by cloning oligos into the pSuper retroviral vector as previously described [25,52]. The following sequences targeting HNRNPL were used: HNRNPL A shRNA: GTTACAAAGACTTCAGTGA; HNRNPL B shRNA: GAACCATTACCAGATGAAA.

### Regenerated human epidermis

Human dermis obtained from the New York Firefighters Skin Bank was devitalized, cut, and placed upon an organotypic cassette. The bottom of the dermis was coated in matrigel, and the cassette was placed in keratinocyte growth medium, with the bottom of the dermis contacting the media and the top at the air interface. A total of 1 million keratinocytes were then seeded on the top of the dermis and allowed to regenerate and stratify for 4 days. The regenerated human skin were then harvested and embedded in OCT (Optimal Cutting Temperature) for sectioning and staining. Additional details for regenerating human skin have been previously described [25,36,52–54].

### Immunofluorescent staining

Sectioned tissue–derived regenerated human skin or normal adult human skin was fixed with 10% formalin solution (Sigma (St. Louis, MO) HT5012) for 12 minutes. Sections were blocked (PBS, 2% bovine serum albumin, 2.5% normal goat serum, and 0.3% Triton X-100) for 30 minutes. Primary antibodies were then added to blocking buffer and put onto sections for 1 hour. The following antibodies were used at the following concentrations: FLG at 1:200 (Abcam (Waltham, MA): ab3137), LOR at 1:400 (Abcam: ab198994), KI67 (Abcam: Ab16667) at 1:300, cleaved caspase-3 at 1:300 (Cell Signaling Technology (Danvers, MA): 9661S), HNRNPL (Bethyl (Montgomery, TX): A303-895A) at 1:400, K10 (Abcam: ab9025) at 1:300, and ITGB4 (Cell Signaling Technology: 14803S) at 1:150. Secondary antibodies were used at 1:500 for 30 minutes and included Alexa Fluor 555 goat anti-mouse IgG (Thermo Fisher Scientific: A21424) and Alexa Fluor 488 donkey anti-rabbit IgG (Thermo Fisher Scientific: A21206). Hoechst 33342 (Thermo Fisher Scientific: H3570) was used at 1:1,000 to stain nuclei.

### Hematoxylin–eosin staining

Sectioned tissue derived from regenerated human skin was fixed with 10% formalin solution (Sigma HT5012) for 12 minutes. Sections were then dipped in 0.25% Triton X-100 in PBS for 5 minutes. Hemotoxylin (Vector H-3401) staining was performed for 8 minutes, rinsed in water, and then dipped in acid alcohol (1% HCL in 70% ethanol). After subsequent rinsing, the sections were dipped in 0.2% ammonia water for 1 minute, rinsed again, and then dipped in 95% ethanol. Eosin (Richard-Allan Scientific (Kalamazoo, MI) 71304) staining was performed for 30 seconds followed by 95% ethanol rinsing for 1 minute. Sections were then put into 100% ethanol for 4 minutes followed by 2 minutes in Xylene.

### RNA extraction and analysis by RT-qPCR

The GeneJET RNA purification kit (Thermo Fisher Scientific: K0732) was used to extract RNA from cultured keratinocytes. RNA concentration for each sample was measured by nanodrop, and 1 μg of RNA was used for generating cDNA. This cDNA was generated using the Maxima cDNA Synthesis Kit (Thermo Fisher Scientific: K1642). qPCR was performed using this cDNA on the Bio-Rad (Hercules, CA) CFX96 real-time system. The housekeeping gene L32 was used for normalization of signal. Primer sequences for all genes tested are listed in S1 Data.

### Apoptosis assay

Four days after transfection, control and HNRNPL knockdown cells were stained with Annexin V conjugated to Alexa Fluor 488 (Life Technologies: A13201) and analyzed using the Guava flow cytometer (Millipore, Burlington, MA) according to manufacturer’s instructions and as previously described [17].

### Western blotting

IP samples or 20 to 80 ug of cell lysates were loaded into 4% to 12% Bis-Tris (Thermo Fisher Scientific: NW04122BOX) or 3% to 8% Tris-acetate (Thermo Fisher Scientific: EA03752BOX) and transferred to PVDF membranes. Membranes were blocked in 5% BSA in TBS. Membranes were exposed to primary antibodies in blocking buffer overnight at 4 degrees. The following primary antibodies were used: ITGB4 (Cell Signaling Technology: 14803S) at 1:200, ITGB1 (Cell Signaling Technology: 9699S) at 1:250, ITGA5 (Cell Signaling Technology: 4705S) at 1:200, ITGAV (Cell Signaling Technology: 4711S) at 1:250, HNRNPL (Bethyl: A303-895A) at 1:1,000, and RNA Pol II (Active Motif (Carlsbad, CA): 91151) at 1:1,000. The loading control Beta-Actin (Santa Cruz Biotechnology (Dallas, TX) sc-47778) was used at 1:5,000. The secondary antibodies used were donkey anti-rabbit IRDye 680RD (Li-Cor 926–68073) and donkey anti-mouse IRDye 800CW (Li-Cor 926–32212) at 1:5,000.

### RNA sequencing and bioinformatic analysis

Control or HNRNPLi cells were harvested 4 days after siRNA transfection. Independent biological duplicates were obtained for both CTLi and HNRNPLi, and total RNA was isolated using the GeneJET RNA purification kit (Thermo Fisher Scientific: K0732) and quantified by Nanodrop. RNA-seq was performed using the Illumina (San Diego, CA) NovaSeq 6000. RNA-seq libraries were prepared with NEBNext Ultra II Library Prep Kit (Illumina (San Diego, CA): E7760) then multiplexed, and approximately 40 million reads per sample were obtained. Pair-end reads were aligned to the GENCODE v19 transcriptome hg19 using TopHat2 with default settings [55]. Differential expression among samples was calculated using ANOVA from the Partek Genomic Suite (Partek, St. Louis, MO). Analysis of the read count distribution indicated that a threshold of 10 reads per gene generally separated expressed from unexpressed genes, so all genes with fewer than 10 reads were excluded from ANOVA analysis. Gene lists for significantly up-regulated or down-regulated genes were created using *p*-value < 0.05 and ≥2-fold change. Enriched GO terms for RNA-seq differentially expressed gene sets were identified using Enrichr [56,57]. Heatmaps for the RNA-seq data were generated using Partek Genomic Suite (http://www.partek.com/partek-genomics-suite/).

### ChIP sequencing and bioinformatic analysis

A total of 10 million cells and 5 μg of antibody were used for each antibody pulldown experiment for ChIP [17,27,54]. ChIP was performed using the following antibodies: HNRNPL (Bethyl: A303-895A), RNA Pol II (Active Motif: 91151), mouse IgG (Abcam: AB18413), and rabbit IgG (Millipore: 12–370). Cells for the RNA Pol II ChIP-qPCR or ChIP-Seq were fixed at a final concentration of 1% formaldehyde. Cells for the HNRNPL ChIP-qPCR or ChIP-Seq were fixed in both formaldehyde (1% final concentration, Thermo Fisher Scientific: 28908) and disuccinimidyl glutarate (2 mM final concentration, Thermo Fisher Scientific: 20593). qPCR results are represented as a percentage of input DNA. For ChIP-Seq, the ChIP DNA library was prepared using the TrueSeq DNA sample prep kit (Illumina). Sequencing was done on the HiSeq 4000 System (Illumina) using single 1 × 75 reads at the Institute for Genomic Medicine Core, UCSD. The ChIP-seq reads were processed by the ENCODE Transcription Factor and Histone ChIP-Seq processing pipeline (https://github.com/ENCODE-DCC/chip-seq-pipeline2) on our local workstation. The reads were first trimmed based on quality score before alignment to reference hg19; upon alignment and deduplication, the peak calling was then carried out by MACS2.2.4 with a cutoff q-value of 0.05 [58,59]. The heatmaps and metagene plots for the ChIP-Seq data were generated using ngs.plot [60]. Gene tracks were visualized using UCSC genome browser along with annotation tracks. The differential peaks between CTLi and HNRNPLi Pol II ChIP-Seq were determined using diffReps [61].

### Co-immunoprecipitation

Primary human keratinocytes were harvested in IP lysis buffer (25 mM Tris-HCl pH 7.4, 150 mM NaCl, 1 mM EDTA, 1% NP-40 and 5% glycerol) and sheared with a syringe. Moreover, 5 ug of HNRNPL (Bethyl: A303-895A) or control rabbit IgG (Millipore: 12–370) was conjugated to 50 ul of Protein G dynabeads (Life Technologies: 10004D) for 30 minutes at room temperature. Lysis buffer was diluted to 1 ml per sample and was added to the antibody conjugated beads and incubated overnight at 4 degrees. The following day, the beads were washed with IP lysis buffer and boiled in RIPA buffer (25 mM Tris-HCl (pH 7.6), 150 mM NaCl, 1% NP-40, 1% sodium deoxycholate, 0.1% SDS) supplemented with NuPAGE LDS Sample Buffer (Life Technologies: NP0008) to elute. Samples were then loaded for western blotting.

### Statistics

Statistical analyses were performed using GraphPad Prism 9. Histogram data are presented as the mean ± SD, and significant differences between 2 samples were determined by Student *t* tests. For groups of 3 or more, 1-way ANOVA with Tukey was used. Significant changes were defined as *p* ≤ 0.05.

## Supporting information

S1 Fig Knockdown of HNRNP genes shows that only HNRNPL is necessary for epidermal growth and blockade of premature differentiation. **(A)** Primary human keratinocytes were knocked down with control (CTLi), HNRNPFi, HNRNPH1i, or HNRNPH2i siRNAs, and the remaining mRNA levels of each gene was measured using RT-qPCR. qPCR results were normalized to *L32* levels. **(B)** CTLi, HNRNPFi, HNRNPH1i, or HNRNPH2i cells were seeded at 150,000 cells and counted 4 days later. Cell number was reported as a percentage of CTLi levels. **(C, D)** RT-qPCR for *IVL* (C) and *FLG* (D) mRNA expression in CTLi, HNRNPFi, HNRNPH1i, or HNRNPH2i cells after 4 days of knockdown. qPCR results were normalized to *L32* levels. **(E)** Primary human keratinocytes were knocked down with control (CTL shRNA) or HNRNPL (HNRNPL shRNA-A or shRNA-B) shRNAs delivered by retroviruses. HNRNPL shRNAs A and B are distinct shRNAs that target 2 different regions of the gene. Knockdown was measured using RT-qPCR. qPCR results were normalized to *L32* levels. **(F)** CTL shRNA, HNRNPL shRNA-A, and HNRNPL shRNA-B cells were seeded at 150,000 cells and counted 6 days later. Cell number was reported as a percentage of CTLi levels. **(G)** RT-qPCR for epidermal differentiation gene expression in CTL shRNA, HNRNPL shRNA-A, and HNRNPL shRNA-B cells after 6 days of knockdown. qPCR results were normalized to *L32* levels. *N* = 3 independent experiments for the entire figure. Mean values are shown with error bars = SD. *p < 0.05, ** ***p*** < 0.01, ***p < 0.001, ****p < 0.0001 (*t* test for A–D and 1-way ANOVA with Tukey for E–G). Primary data for this figure can be found in S1 Data. HNRNPL, heterogeneous nuclear ribonucleoprotein L; RT-qPCR, reverse transcription quantitative PCR; shRNA, short hairpin RNA; siRNA, small interfering RNA.
(EPS) Click here for additional data file.

S2 Fig HNRNPL is expressed throughout the epidermis and is necessary to prevent apoptosis of the tissue. **(A)** Regenerated human skin using three-dimensional organotypic cultures made from CTLi or HNRNPLi cells were harvested after 4 days of culture. Immunostaining of apoptotic marker cleaved caspase 3 (green) and FLG (red) are shown. Nuclei are shown in blue (Hoechst staining). White arrows denote large areas of apoptotic cells. The dashed white lines denote the basement membrane zone. Scale bar = 40 μm. **(B)** Immunostaining of HNRNPL (green) and early differentiation marker K10 (red) on adult human skin. Nuclei are shown in blue (Hoechst staining). The dashed white lines denote the basement membrane zone. Scale bar = 40μm. **(C)** Western blot for HNRNPL in undifferentiated (day 0) and differentiated (days 3 and 5) primary human keratinocytes. Actin was used as a loading control. Representative images are shown. Primary data for this figure can be found in S1 Data. FLG, filaggrin; HNRNPL, heterogeneous nuclear ribonucleoprotein L; K10, keratin 10.
(EPS) Click here for additional data file.

S3 Fig HNRNPL binds to regions enriched for skin transcription factors such as RUNX2 and SOX9. **(A)** De novo motif analysis of the 2,843 HNRNPL bound peaks using HOMER. **(B)** Gene track of *ITGB4* and its adjacent genes (*SAP30BP* and *UNK*). HNRNPL ChIP-Seq is shown in red. Y-axis shows RPM and red bar over gene tracks represent significant peaks. X-axis shows position along gene. **(C)** HNRNPL ChIP-qPCR on CTLi and HNRNPLi cells. IGG pulldowns in CTLi and HNRNPLi cells were used as a negative control. qPCR was used to determine the amount of binding to genes listed on the X-axis. Primers were targeted toward the TSS of each gene. Results are plotted as a percent of input. *N* = 3 independent experiments. Mean values are shown with error bars = SD. *p < 0.05, ** ***p*** < 0.01, ***p < 0.001, ****p < 0.0001 (*t* test was used and each sample compared to CTLi). Primary data for this figure can be found in S1 Data. ChIP-Seq, chromatin immunoprecipitation sequencing; HNRNPL, heterogeneous nuclear ribonucleoprotein L; IGG, immunoglobulin; RPM, reads per million; TSS, transcription start site.
(EPS) Click here for additional data file.

S4 Fig HNRNPL binds and promotes the transcription of integrin/ECM genes through RNA Pol II. **(A)** Heatmap of Pol II ChIP-Seq in CTLi and HNRNPLi cells. Pol II ChIP-Seq signal is ranked by decreasing Pol II occupancy. X-axis shows −2 kb to +2 kb from the TSS. **(B)** Overlap of the HNRNPL bound genes that lost Pol II peaks with the down-regulated genes upon HNRNPL knockdown. **(C)** GO terms of the 111 overlapped genes from (B). **(D–F)** Gene tracks of *LAMA3* (D), *ITGA3* (E), and *FN1* (F). Pol II ChIP-Seq is shown in in CTLi (red) and HNRNPLi (green) cells. Y-axis shows RPM. Red or green bar over gene tracks represent significant peaks. X-axis shows position along gene. **(G)** RNA Pol II ChIP on CTLi and HNRNPLi cells. IGG pulldowns in CTLi and HNRNPLi cells were used as a negative control. qPCR was used to determine the amount of binding to genes listed on the X-axis. Primers were targeted toward the TSS of each gene. Results are plotted as a percent of input. *N* = 3. Mean values are shown with error bars = SD. *p < 0.05, ** ***p*** < 0.01, ***p < 0.001, ****p < 0.0001 (*t* test was used and each sample compared to CTLi). **(H)** Overlap of the HNRNPL bound genes (HNRNPL ChIP-Seq) with the genes that gain Pol II peaks upon HNRNPL depletion. **(I)** GO terms of the 430 overlapped genes from (H). Primary data for this figure can be found in S1 Data. ChIP-Seq, chromatin immunoprecipitation sequencing; ECM, extracellular matrix; GO, gene ontology; HNRNPL, heterogeneous nuclear ribonucleoprotein L; IGG, immunoglobulin; Pol II, polymerase II; RPM, reads per million; TSS, transcription start site.
(EPS) Click here for additional data file.

S1 Table RNA-seq of HNRNPL knockdown primary human keratinocytes. Primary human keratinocytes were grown in proliferation conditions and knocked down for control (CTLi) or HNRNPL (HNRNPLi). Gene lists for significantly up-regulated or down-regulated genes were created using *p*-value < 0.05 and ≥2-fold change. HNRNPL, heterogeneous nuclear ribonucleoprotein L; RNA-seq, RNA sequencing.
(XLSX) Click here for additional data file.

S2 Table ECM and hemidesmosome genes down-regulated upon HNRNPL depletion. List of the 69 ECM and hemidesmosome genes that are decreased in expression upon HNRNPL knockdown. ECM, extracellular matrix; HNRNPL, heterogeneous nuclear ribonucleoprotein L.
(XLSX) Click here for additional data file.

S3 Table ChIP-Seq of HNRNPL in proliferating keratinocytes. List of the genes bound by HNRNPL including the coordinates where the peaks were found. ChIP-Seq, chromatin immunoprecipitation sequencing; HNRNPL, heterogeneous nuclear ribonucleoprotein L.
(XLSX) Click here for additional data file.

S4 Table HNRNPL-bound genes that lost RNA Pol II peaks upon HNRNPL knockdown. List of the 495 genes bound by HNRNPL that lost RNA Pol II peaks upon HNRNPL depletion. HNRNPL, heterogeneous nuclear ribonucleoprotein L; Pol II, polymerase II.
(XLSX) Click here for additional data file.

S1 Data Primary data for Figs 1–4 and S1–S4 Figs. (XLSX) Click here for additional data file.

## Abbreviations

ChIP-Seq: chromatin immunoprecipitation sequencing
DMEM: Dulbecco’s Modified Eagle Medium
ECM: extracellular matrix
FLG: filaggrin
FN1: fibronectin1
GO: gene ontology
HNRNP: heterogeneous nuclear ribonucleoprotein
HNRNPK: heterogeneous nuclear ribonucleoprotein K
HNRNPL: heterogeneous nuclear ribonucleoprotein L
IP: immunoprecipitation
K10: keratin 10
lncRNA: long noncoding RNA
LOR: loricrin
MAPK: mitogen-activated protein kinase
Pol II: polymerase II
qPCR: quantitative PCR
RBP: RNA-binding protein
RNA-seq: RNA sequencing
rpm: reads per million
RT-qPCR: reverse transcription quantitative PCR
shRNA: short hairpin RNA
siRNA: small interfering RNA
TES: transcription end site
TNF: tumor necrosis factor
TSS: transcription start site

How the deposited data were processed for this re-analysis (not part of the article)

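The RNA-seq table holds log2 normalized expression per sample as deposited. The authors aligned the reads with TopHat2 2.1.0 to the GENCODE 19 transcriptome of hg19, left out genes under 10 reads, and tested the rest in Partek with a fold change of at least 2 and a p-value limit of 0.05. The normalization behind the log2 values is not given in the sources used here. The lowest log2 value in the table is −26.5754, which is log2 of 1e-08. From these values group means, SDs and log2 fold changes were computed and tested with limma 3.58.1 (lmFit and eBayes, 2 against 2 samples) in R 4.3.3, with Benjamini-Hochberg adjustment over the 2933 genes. Since the table was chosen on these values, the fit gives 1.99 prior degrees of freedom from selected genes. All columns of the table belong to a mapped sample (0 others).

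The score of each HNRNPL and Pol II peak comes as deposited. The authors aligned the reads to hg19 (Bowtie2 2.3 in the submitters' notes), ran the ENCODE ChIP-seq pipeline and called peaks with MACS2 2.2.4 at a q-value of 0.05. The score was used only to rank or filter peaks within a list. Intervals given from 0 were moved to count from 1. Annotation, gene lengths and TSS positions came from GENCODE 44 lifted to GRCh37. Of the 2332 bound names, 1882 were protein-coding or long noncoding RNA genes there, the types kept for the Pol II comparisons. Covered length is the number of bases of a gene within Pol II peaks of a list. The TSS region reaches 2 kb to either side of the TSS, and the gene body is the rest of the gene. For these regions and for distances to peaks, the TSS is the outermost annotated start of the gene. Starts inside the gene thus count as gene body. HNRNPL peaks in a gene were counted with 1 kb flanks. Medians were compared by permutation of gene labels (100000 resamples), and shares by Fisher's exact test.

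The 22 gene lists hold 641 genes and were written before the data were examined, as was the rule for the genes named in the text. The rule names genes that the paper names for the experiment, the 10 higher and 10 lower genes of largest fold up to 1000, and up to 4 called members of largest fold for each list described (all if 5 or fewer). It also names the 10 genes with most HNRNPL peaks and the 10 highest peaks, the 10 largest Pol II losses and gains, and the 10 lower, bound genes with lost Pol II that fell most. Values of a part of these genes had been seen in the supplementary tables. Other genes in the text, such as further bound members of a list, were chosen after their values were seen. Some genes that the rule names are not reported. Lists were tested among called genes (18 lists with at least 5 called members for direction, and 18 combinations of list and direction for binding) and, chosen later, against genes matched on length and CTLi Pol II covered length (10000 draws).

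The planned count of Pol II regions from diffReps was not run, and the limits of a 50% fall or a 2-fold rise in covered length replaced it after the files had been seen. The log2 fold changes of the study's S1 Table were checked against those computed here and differed by at most 4.6e-05 over the genes compared. The S2 and S4 lists and the Fig 2D list were read from the supplementary files. Enrichment of GO terms and the de novo motif search were not repeated.

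The limma step was tested on simulated data with 2 against 2 samples over 2905 genes. Of 100 genes changed by a log2 of 1, 67% were recovered, and of those changed by 2, 92%, while 0.37% of unchanged genes were called. The Pol II comparison, tested on simulated data of 3000 genes with a true shift of 15 points, estimated 12.8 points. Alternatives covered the fold and p thresholds, pseudocounts, a filter on low values, a replicate block, leaving out each RNA-seq sample, score and distance limits for peaks, the overlap that counts as shared, and matching on covered length. The scripts ran in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.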

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

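The comparison of the HNRNPL lists and the baseline by decile in this part were chosen after both had been seen, while the interferon list and its test were set before the data were examined.

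Another HNRNPL peak list accompanies the one the paper describes, with no sample label and no mention in the paper. It holds 7737 peaks under 5191 gene names, with a median score of 26 and a median width of 255 bp. The lists share 913 names, and 413 of the 2843 peaks of the described list (14.5%) were overlapped. This list holds more names than the 2332 of the described one, and of 22 gene lists 18 have more members named in it and 4 fewer, such as matrix glycoproteins (13 of 39 against 14) and interferon genes (2 of 39 against 3). Genes of the cornified envelope and late differentiation, of which the described list names 0 of 46, are named 13 times in this one. Early differentiation and desmosome genes number 16 of 28 against 5, differentiation transcription factors 21 of 34 against 12, apoptosis genes 17 of 45 against 6, heat shock genes 18 of 24 against 7, HNRNP family genes 14 of 29 against 5, MAPK and immediate early genes 22 of 41 against 12, cell cycle genes 13 of 46 against 6, and hemidesmosome genes 14 of 16 against 13. The title of this list holds the abbreviation Diff, and sample labels name differentiation by calcium, but no label ties the list to a condition. The differences between the lists were not tested, the condition of the cells is unknown, and no explanation was tested.

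Of 39 genes of the type I interferon response, 26 were lower upon HNRNPL knockdown and 2 were higher, a group the paper does not discuss (Fisher's exact test against the other called genes, adjusted p = 4.1e-06, and 0.0011 at a fold change of at least 4). MX2 had a log2 fold change of −3.85, the apoptosis factor XAF1 of −3.01 and IFIT3 of −2.77, while OASL was higher by 4.68. Each value rests on n = 2 per group (limma). The 31 members with CTLi Pol II kept a median of 8.97% of its covered length, against 50.6% for the baseline by decile, the median over members of the median kept by all genes in each member's decile of CTLi covered length. No technical or biological explanation was tested for this group.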

How the results depend on the processing

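Of the alternatives in this part, those that count wholly lost or gained peaks or leave out genes with both, leave out genes at the floor, and, for bound shares and Pol II covered length, take binding by gene body or leave out the highest 1% of scores, or count genes with CTLi Pol II alone, were chosen after the data had been seen. Pol II peaks at the highest score of 1000 replaced a planned split by score after the files had been seen, since scores are capped. Over 128 comparisons with an alternative, 4 reversed. Of the others on the chief results, 55 kept their value or side of the threshold, 16 moved, 1 came to pass and 7 no longer passed, and of those on single lists or groups 36 stayed, 2 came to pass and 7 no longer passed.

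Higher and lower genes numbered 998 and 589 at a fold change of at least 3, 785 and 328 at 4, and 863 and 754 with a pseudocount of 1, in each case by construction fewer. In the leave-one-out fits, where limma assumes that the lone sample varies like the others, higher genes ranged from 1393 to 1469 and lower genes from 1315 to 1378. With a replicate block the counts were 1506 and 1427, and the deviations of samples with the same number had a correlation of 0.026 across 2905 genes, so the numbers do not pair the samples. Peaks with a score above the median numbered 1181 under 1010 gene names, and peaks within 10 kb of the TSS 1061 under 918. Within 10 kb, the bound share of lower genes exceeded that of higher genes by 1.63 points (exact p = 0.077, from 1.3e-04 to 0.015 under the other alternatives), and of 5 lists past the threshold for binding 1 was left, the hemidesmosome list. By gene body the matrix glycoproteins (14.1 points, adjusted exact p = 0.18) and the differentiation factors (11.4 points, adjusted exact p = 0.17, and 0.11 within 10 kb) no longer passed. The genic share rose to 78.8% with promoters of 5 kb on either side of the TSS. Of CTLi Pol II peaks 36.5% were overlapped over at least 50% of their length. Genes with gained Pol II numbered 983 among peaks with the highest score of 1000 and 2263 with at least 1 wholly gained peak, and genes with lost Pol II 3324 where every peak had to go. The difference in bound share between lost and gained genes was then 0.24 points for at least 1 wholly lost or gained peak and 0.33 points where every peak was lost or new, and 0.62 where genes without CTLi Pol II were left out. Among lower genes with CTLi Pol II alone, bound genes lost it more often than others by 2.12 points (exact p = 0.61), by 9.78 at a fold change of at least 4 (exact p = 0.22) and by 5.12 with peaks at the highest score of 1000 (exact p = 0.17). All genes with positions had given 7.65, 24.7 and 12.7 points (exact p = 0.043, 7.6e-04 and 7.3e-04). Among higher genes the difference reversed to −1.76, −5.64 and −4.46 points (exact p from 0.39 to 0.81). By gene body, bound genes kept 0.53 points less Pol II length than others (−0.53, a reversal, permutation p = 0.81), and matched by deciles 10.4 points more (permutation p = 1.7e-04, from 0.061 to 0.12 under those set before). For changes not due to construction the cause was not tested. The planned limits on diffReps regions (a larger log2 fold change, a lower adjusted p) were not run. Read depth per sample is unknown, and there is 1 Pol II list per condition, both of which limit the Pol II comparison.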

Differences from the paper's values

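The paper gives 430 HNRNPL bound genes that gained Pol II upon knockdown, from diffReps, and 85 were counted here from a rise in covered length of at least 2-fold, so the definitions differ. Pol II peaks at the highest score gave 61, and HNRNPL peaks with a score above the median 33, by construction fewer. Both rest on the same 2-fold limit, set after the files had been seen. None of these counts comes within 1.5 times of the paper's. Of the definitions chosen after seeing the values, at least 1 wholly gained peak gave 193 genes, the same without genes that also lost a peak 115, and no peak before 58.

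The paper counts ITGB1 and ITGA2 among genes that HNRNPL binds where Pol II is lost, and neither had an HNRNPL peak by name or within 1 kb, while ITGB4, ITGA3, LAMA3 and FN1 had at least 1. These 6 genes had less Pol II covered length in HNRNPLi cells. By the paper's ChIP-qPCR, HNRNPL bound ITGB1.

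The paper describes a small loss of Pol II on genes without HNRNPL and a large one on bound genes, from read density. By covered length the medians kept were 48.6% for genes not named for a peak and 48.9% for named ones. Split by a peak in the gene or its 1 kb flanks, chosen after seeing the values, they were 48.7% without and 48.2% with a peak. The genes of S4 Table kept 25.6% against 66.4% for other bound genes with CTLi Pol II, and the paper chose that table on these samples.

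The paper describes the binding as specific to ITGB4 in a view with its neighbours UNK and SAP30BP. SAP30BP held 2 peaks within the gene, of which 1 carries the name of ITGB4, and UNK held 0. By name, SAP30BP had 0.

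The paper lists RUNX, TWIST, FOXH1 and SOX motifs as enriched under the peaks. By fixed cores, RUNX was more frequent in peaks than in flanks (35.9% and 31.6%), TWIST less (26.6% and 30.1%), and FOXH1 (1.75% and 2.37%) and SOX (11.8% and 13.2%) did not differ past the threshold. The reversed RUNX core, which is no RUNX site, was also more frequent in peaks (33.8% and 26.6%), and peaks were richer in GC (52.2% and 47.5%), so the RUNX count is not specific. The reversed SOX cores were less frequent in peaks (10.3% and 13.5%, adjusted exact p = 0.0010), while the reversed TWIST core did not pass (8.54% and 9.01%, adjusted exact p = 0.64). A de novo search uses other motifs and another background.

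The paper states that HNRNPL did not bind the classes of differentiation and apoptosis genes. None of 46 cornified envelope genes was bound, as it states, and 6 of 45 apoptosis genes were close to the 4.39 of matched genes. Of 33 differentiation transcription factors 12 were bound by name, against 3.64 in matched genes. Of these 12, 4 (MAF, CEBPD, DLX3 and GATA3) had no peak in the gene or its 1 kb flanks. Among higher genes the call for this list ended by gene body, chosen after seeing the values (adjusted exact p = 0.17), and within 10 kb (adjusted exact p = 0.11).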

Other observations

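The tests on Pol II covered length and binding in this part, and the baseline by decile, were chosen after its values had been seen, and the 3 odds ratios within deciles before.

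Genes of amino acid and tRNA synthesis that changed were higher upon knockdown, 4 of 27, with too few called for a test. They are the asparagine synthetase ASNS (log2 fold change 2.40), the serine synthesis genes PSAT1 (2.13) and PHGDH (1.77), and the alanyl-tRNA synthetase AARS1 (1.07). Among 29 genes of the HNRNP family, HNRNPL was the single one called. Of the markers of other cell types, 1 of 12 melanocyte genes was lower (GPR143, −2.62) and 0 of 13 endothelial and immune genes were called in a table that holds no gene below a 2-fold change.

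Cell cycle genes kept a median of 16.1% of their CTLi Pol II covered length (40 genes, of which 30 lost at least 50% and 6 were bound), against a baseline of 65.0%, the median over members of the median kept by all genes in each member's decile of CTLi covered length, and 8 of 46 were called in the RNA-seq. The medians for the lists that follow are given with that baseline. Matrix crosslinking and proteolysis genes kept 8.15% (25 genes, baseline 28.6%), matrix glycoproteins 17.0% (27, 35.2%), focal adhesion genes 29.7% (35, 21.6%) and HNRNP family genes 57.3% (29, 21.6%). MAPK and immediate early genes kept 89.6% (37, 35.2%), and heat shock genes 100% (23, 35.2%). No test was run on these medians.

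The paper's RT-qPCR (mean ± SD, n = 3) and the RNA-seq went the same way for all 18 genes compared. KRT1 rose 41.1 ± 3.68-fold by the paper's RT-qPCR and 44.7-fold by RNA-seq, ABCA12 12.5 ± 3.91 and 13.3, GRHL3 8.80 ± 1.04 and 7.79, FLG 37.2 ± 14.2 and 311, and LOR 25.4 ± 8.34 and 3080. ITGB4 was left at 29.2 ± 4.00% and 31.4%, ITGA6 at 44.7 ± 4.16% and 41.0%, LAMA3 at 42.5 ± 2.76% and 10.7%, and FN1 at 21.4 ± 3.46% and 4.15%.

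A larger share of lower than of higher genes was named for an HNRNPL peak, with an odds ratio of 1.504 over the 2792 called genes with positions. Within deciles of gene length the odds ratio was 1.501 (95% interval 1.197 to 1.883), which argues against gene length. Within deciles of CTLi Pol II covered length it was 1.19 (0.942 to 1.503), which meets what was set beforehand for this explanation. Within deciles of CTLi expression it was 1.21 (0.9504 to 1.54) and cannot be told apart from either outcome. The limit set beforehand lies between 1.19 and 1.21, and the intervals overlap widely, so neither explanation is favoured over the other. The paper proposes that HNRNPL maintains Pol II at its genes, so matching on CTLi Pol II could also remove such an effect. Lower genes had a median CTLi log2 expression of 2.61 and higher genes of −0.22, and a role of HNRNPL at these genes stays among the open explanations.

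Pol II covered length fell about as much on genes not named for an HNRNPL peak as on named ones, with medians kept of 48.6% and 48.9%, though some genes not named hold a peak. Within deciles of CTLi covered length named genes kept 3.51 points more on the mean (bootstrap interval −2.95 to 9.57), and 32.6 points less in the lowest decile. Genes with a peak in the gene or its 1 kb flanks kept 10.4 points more than those without (6.84 to 13.2), and without matching the difference was −0.53 points. This argues against a larger loss of covered length at genes with a peak. It cannot decide on a loss in read density, which covered length does not measure. A lower depth or enrichment of the HNRNPLi ChIP that acted alike on all genes would not separate higher from lower genes. Higher genes kept 60.5 points more on the mean over deciles, with single deciles from 33.4 to 137. This bears only on the difference between higher and lower genes. It cannot tell whether depth made the similar fall on named and other genes, since genes chosen by their mRNA change may differ in Pol II at any depth. Matching on covered length also does not match read density. For the 10249 genes not called in the RNA-seq, which kept a median of 47.9%, a lower depth and a real loss of Pol II cannot be told apart, because there is 1 list per condition and no read counts. The interval in the test of binding was added after its value was seen.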
